# Upregulation of CD11A on Hematopoietic Stem Cells Denotes the Loss of Long-Term Reconstitution Potential

**DOI:** 10.1016/j.stemcr.2014.09.007

**Published:** 2014-10-16

**Authors:** John W. Fathman, Nathaniel B. Fernhoff, Jun Seita, Connie Chao, Vanessa M. Scarfone, Irving L. Weissman, Matthew A. Inlay

## Abstract

Small numbers of hematopoietic stem cells (HSCs) generate large numbers of mature effector cells through the successive amplification of transiently proliferating progenitor cells. HSCs and their downstream progenitors have been extensively characterized based on their cell-surface phenotype and functional activities during transplantation assays. These cells dynamically lose and acquire specific sets of surface markers during differentiation, leading to the identification of markers that allow for more refined separation of HSCs from early hematopoietic progenitors. Here, we describe a marker, CD11A, which allows for the enhanced purification of mouse HSCs. We show through in vivo transplantations that upregulation of CD11A on HSCs denotes the loss of their long-term reconstitution potential. Surprisingly, nearly half of phenotypic HSCs (defined as Lin^−^KIT^+^SCA-1^+^CD150^+^CD34^−^) are CD11A^+^ and lack long-term self-renewal potential. We propose that CD11A^+^Lin^−^KIT^+^SCA-1^+^CD150^+^CD34^−^ cells are multipotent progenitors and CD11A^−^Lin^−^KIT^+^SCA-1^+^CD150^+^CD34^−^ cells are true HSCs.

## Highlights

• CD11A separates phenotypic HSCs (Lin^−^KIT^+^SCA-1^+^CD150^+^CD34^−^) into two fractions
• All long-term reconstitution activity is within the CD11A^−^ fraction of bone marrow
• CD11A blocking antibodies do not affect BM homing or long-term engraftment of HSCs

## Introduction

Since their identification and isolation over 25 years ago (Spangrude et al., 1988), hematopoietic stem cells (HSCs) have arguably become the most well-characterized tissue-specific “adult” stem cell. HSCs reside atop the hematopoietic hierarchy and give rise to functional effector cells through a succession of increasingly committed downstream progenitor cell stages (Seita and Weissman, 2010). Our understanding of the molecular basis for lineage determination and self-renewal has depended critically on our ability to identify and isolate HSCs and their downstream progeny with high purity. HSCs are primarily quiescent, but their immediate downstream progeny, multipotent progenitors (MPPs), are transit-amplifying cells and rapidly proliferate and differentiate to replenish the blood supply. Thus, reliably separating HSCs from MPPs is key to characterizing their distinct self-renewal and differentiation potentials, and considerable attention has been paid to markers that can better separate these populations, which include SCA-1, KIT, CD34, and CD150 (Kiel et al., 2005). Analyses of purified HSCs transplanted into lethally irradiated mice at low numbers (1 to 50 cells per mouse) have revealed functional heterogeneity within phenotypic HSCs (Beerman et al., 2010; Benz et al., 2012; Lu et al., 2011). Beerman et al. demonstrated that higher levels of CD150 (SLAMF1) marked HSCs that are skewed toward myeloid cell fates, compared to CD150^int^ HSCs, which display a more balanced lineage output (Beerman et al., 2010). Other groups have shown heterogeneity of HSCs using a variety of markers such as cytokine receptors, other Slam family members, and adhesion molecules (Arai et al., 2004; Kiel et al., 2005; Wagers et al., 2002). Thus, even with the existing panel of markers, the HSC population is likely heterogeneous.

Based on our own gene expression analyses of HSCs and downstream progenitors (Seita and Weissman, 2010), we identified integrin alpha L (CD11A, *Itgal*) as a possible marker to better purify HSCs. CD11A heterodimerizes with CD18 (integrin beta-2) to form the adhesion molecule LFA-1 (lymphocyte function-associated anigten-1) (Cornwell et al., 1993). LFA-1 is expressed on all leukocytes and plays important roles in many immunological processes, including transendothelial migration toward sites of inflammation (Van Epps et al., 1989), lymphocyte costimulation and effector-target cell interactions (Davis et al., 1999), and formation of the T cell immunological synapse (Grakoui et al., 1999).

In this study, we show that CD11A has bimodal expression on phenotypic HSCs (Lin^−^KIT^+^SCA-1^+^FLK2^−^CD150^+^CD34^−^). Our data show that the CD11A^−^ fraction of HSCs contains all functional HSC activity, with the CD11A^+^ fraction composed of more differentiated cells that lack long-term self-renewal activity.

## Results and Discussion

### Bimodal Expression of CD11A on Phenotypic HSCs in Mice

Based on a screen of a microarray database spanning over 35 mouse hematopoietic populations (Seita and Weissman, 2010), we discovered that HSCs express much lower levels of CD11A than downstream progenitors (Figures S1A and S1B available online). We examined mouse whole bone marrow (BM) with anti-CD11A antibodies (Abs) to measure CD11A surface expression by flow cytometry (Figure 1A). All mature lymphocytes were positive for CD11A on their cell surface (data not shown), and almost all hematopoietic progenitor populations expressed high levels of CD11A, including MPPs and both myeloid (CMP, GMP) and lymphoid (CLP, BLP) committed progenitors (Figure 1A, see Supplemental Experimental Procedures for definitions and surface marker phenotypes). Only the megakaryocyte/erythrocyte progenitor (MEP) expressed low levels of CD11A. In contrast, HSCs (defined as Lin^−^KIT^+^SCA-1^+^FLK2^−^ CD150^+^CD34^−^) had a bimodal expression of CD11A (Figures 1A and 1B). The CD11A^−^ fraction accounts for anywhere from 30%–70% of the phenotypic HSC population, depending on the strain and age of the mouse (Figure 1B).

### CD11A^−^ Fraction Enriches for HSC Activity

The gold standard assay to functionally identify HSCs is long-term multilineage reconstitution after intravenous transplantation into lethally irradiated mice. We transplanted 50 cells from the phenotypic HSC CD11A^−^ and CD11A^+^ subpopulations into lethally irradiated congenic recipients and analyzed the blood for total donor chimerism and lineage distribution every 4 weeks (Figures 1C and 1D). At all time points, the CD11A^−^ fraction gave a higher burst size compared to CD11A^+^ fraction (Figure 1C). This trend magnified over the 16 week time course, with the contribution of the CD11A^−^ fraction increasing over time. Conversely, the median chimerism from the CD11A^+^ fraction decreased overall during this span. We also examined the lineage distribution of donor cells in the recipient blood and observed no difference in lineage bias between the CD11A^−^ and CD11A^+^ subfractions of HSCs (Figure 1D).

Based on the phenotypic similarities between the two subpopulations and the similarity in lineage potentials, we hypothesized that the CD11A^−^ fraction is upstream of, and gives rise to, the CD11A^+^ fraction. In support of this notion, the CD11A^−^ HSC subfraction could give rise to both CD11A^−^ and CD11A^+^ HSC subtypes in the BM of primary recipients, whereas we saw no phenotypic HSCs in the donor BM population from the CD11A^+^ fraction transplants (Figure 1E).

The most definitive test of self-renewal capability is demonstrated in secondary transplants. We therefore isolated BM from the primary recipients of CD11A^−^ and CD11A^+^ transplants and retransplanted them into secondary hosts (Figure 1F). When we analyzed the secondary hosts 16 weeks after transplant, we only detected donor-derived cells from the CD11A^−^ HSC fraction, proving they have functional self-renewal activity.

HSCs, which are mainly quiescent, likely have significant differences in the expression of cell-cycle regulators compared to the more robustly proliferative MPPs. We compared gene expression microarrays of these HSC subpopulations to existing arrays of MPPs and downstream progenitors for expression of cell-cycle genes (Figure S1C). 

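RNA of the HSC subfractions was measured on 5 Affymetrix mouse arrays, 3 of CD11A- and 2 of CD11A+ HSCs. The arrays of MPPs and downstream progenitors were not analysed here. Itgal, which encodes CD11A, had a log2 value of 5.28 ± 0.14 (SD, n = 3) in CD11A- and 7.08 ± 1.99 (SD, n = 2) in CD11A+ HSCs on the probeset of Figure S1A, and both CD11A+ arrays lay above every CD11A- array (exact permutation test, two-sided, p = 0.1, the smallest that these groups allow). The log2 difference was 1.80 (standard error 0.77, adjusted p = 1.00 from limma), and a dimmer Itgal probeset had 0.29. Transcripts of mature granulocytes were higher in part of the sorts than in the others. The mean log2 value of 14 granulocyte and macrophage genes was 7.61 in CD11A- replicate 2 and 8.43 in CD11A+ replicate 1, against 5.72 to 6.42 in the other arrays. Camp, a granulocyte gene, had 9.67 and 11.72 against 5.36 to 6.81. The median over the 14 genes of CD11A- replicate 2 minus replicate 3 was 0.86.

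Each array held RNA of 1011 to 2293 sorted cells from 1 to 2 mice, amplified in 2 cycles. The labels place CD11A- replicate 2 and CD11A+ replicate 1 on one sort day (day A, mice of 8 to 12 weeks), CD11A- replicate 3 and CD11A+ replicate 2 on another (day B, 10 weeks), and CD11A- replicate 1 alone on its own day (day C, 6 weeks). Within day A the Itgal difference was 3.06, and within day B it was 0.40, and without CD11A+ replicate 1 it was 0.39 over all days. The authors deposited log2 values made by RMA, and limma was fitted to them as they are, with each gene given below by its brightest probeset. None of 45037 probesets passed an adjusted p of 0.05 from limma. At an unadjusted p under 0.05, 656 were higher and 1261 lower in CD11A+ HSCs, where chance gives 2252 in all. With sort day as a block none passed either, and 1245 were higher and 1944 lower at the unadjusted threshold. Without CD11A+ replicate 2, 20 probesets passed the adjusted threshold. What is called the methods' t-test here is an unpaired test that the legend of Figure S1B names for another comparison, that of CD11A in HSCs and MPPa on unlogged values. Run on the log2 values of all probesets at that legend's threshold of 0.001, it called 7 probesets higher and 12 lower, where chance gives 45. Nothing in the labels says whether replicates share mice, so the tests measure the spread between these arrays.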

Our data indicate that among all populations, the CD11A^−^ HSC subfraction had the lowest expression of key cell-cycle regulators, including cyclins and cyclin-dependent kinases. 

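Of 14 cyclins and cyclin-dependent kinases listed before the data were examined, 13 were measured, and 10 had a higher mean in CD11A+ than in CD11A- HSCs. Ccna2, the cyclin of S phase and G2, had a log2 value of 6.78 ± 1.67 (SD, n = 3) in CD11A- and 8.61 ± 2.38 (SD, n = 2) in CD11A+ HSCs, with differences of 2.20 within sort day A and 2.03 within day B, and 1.73 and 0.69 on its other probeset. Cdk6, a partner of D-type cyclins, had 10.32 ± 0.09 (SD, n = 3) in CD11A- and 11.47 ± 0.81 (SD, n = 2) in CD11A+ HSCs. Ccne2 and Ccnb2, cyclins of the G1/S and G2/M transitions, had mean differences of 1.75 and 1.74, and Cdk1, the kinase of mitotic entry, 1.28. For Cdk6, Cdk2 and Ccne1, 3 of the 13 genes, both CD11A+ arrays lay above every CD11A- array (exact permutation p = 0.1 each), where chance gives 10% of genes. Of the 2 probesets of Cdk2, the dimmer had a mean difference of the opposite sign. The exact permutation test gave p = 0.5 each for Ccna2, Ccne2 and Cdk1, and p = 0.6 for Ccnb2. The D-type cyclins, which act earlier in G1, had differences of -0.35 for Ccnd2, -0.16 for Ccnd3 and -0.05 for Ccnd1 (-0.13, -0.31 and 0.00 without CD11A+ replicate 1), whose sign turned after quantile normalization (0.008). For each of these, 1 other probeset had the opposite sign.

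No member passed limma's test over all probesets or adjusted over the list alone. The exact permutation test of the list's mean over the 5 arrays gave p = 0.3. The median difference of the list was 0.85 log2 units (adjusted p = 0.00163 from camera, limma's test of a list against other genes, with a preset correlation; adjusted p = 0.605 with an estimated correlation). Within day A the median was 1.19, with 9 of 13 members higher in CD11A+ HSCs, and within day B it was 0.40, with 10 higher. With sort day as a block the median was 0.98 (adjusted p = 8.34e-07 from camera), and 8 members passed adjusted over the list alone, against 2 with it as a random block (the fixed block leaves 1 residual degree of freedom). Without CD11A+ replicate 1 the median was 0.11 (adjusted p = 0.353 from camera), with 0.15 for Ccna2, 0.15 for Ccne2, 0.58 for Cdk6, -0.40 for Ccnb2 and -0.11 for Cdk1, and without CD11A+ replicate 2 it was 1.47. CD11A+ replicate 2 lay below CD11A- replicate 2, from the other sort day, for 9 of 13 members. The paper reasons that HSCs, being mainly quiescent, likely differ from proliferative progenitors in cell-cycle regulators. From Figure S1C it states that CD11A- HSCs had the lowest expression of them among all populations, a ranking against progenitors that was not tested here. It also measured the cell cycle directly by Ki-67 and DAPI (Figure 1G), with more CD11A- HSCs in G0 and fewer in the later phases.

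**Figure D1:**
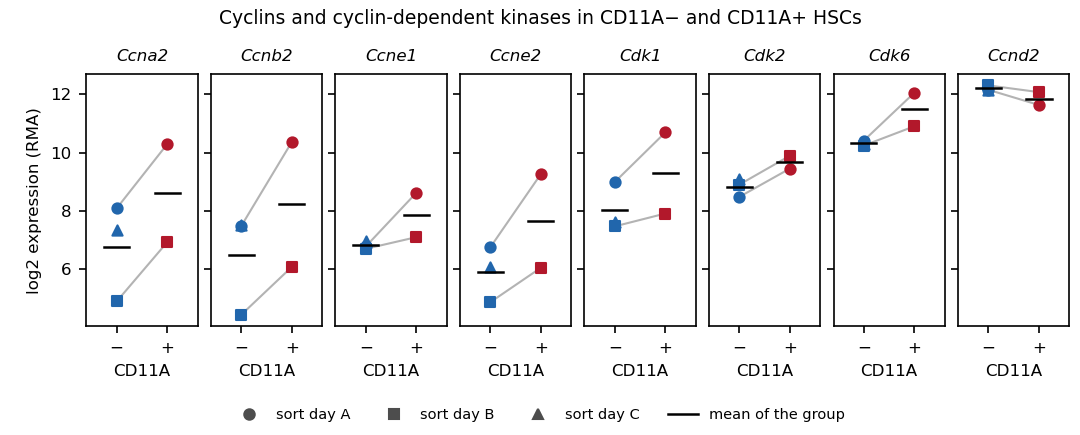
Log2 expression (RMA) of 8 cyclins and cyclin-dependent kinases on the 5 arrays. Blue points are CD11A- and red points CD11A+ HSCs, the symbol gives the sort day, grey lines join the subfractions sorted on one day and black bars are group means. The CD11A- values of Ccna2 span 4.90 to 8.09.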

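Genes of mitosis and DNA replication had higher values in CD11A+ than in CD11A- HSCs sorted on the same day. Of 67 mitosis genes in a fixed list, 65 had a higher mean in CD11A+ HSCs, 66 were higher within sort day A and 63 within day B. Bub1, a kinase of the spindle checkpoint, had a log2 value of 5.19 ± 0.81 (SD, n = 3) in CD11A- and 7.37 ± 2.66 (SD, n = 2) in CD11A+ HSCs. Cep55, needed for abscission, differed by 2.26 within day A and 1.78 within day B, and Top2a, which untangles chromosomes, by 2.40 and 1.42, with 1 of its 3 probesets, a dim one, of the opposite sign and another (1.82 and -0.30) of the opposite sign on day B. Of 52 measured genes of the G1/S transition and DNA replication, 51 had a higher mean, 52 were higher within day A and 44 within day B. Uhrf1, which maintains DNA methylation through replication, had 7.78 ± 0.38 (SD, n = 3) in CD11A- and 9.36 ± 0.61 (SD, n = 2) in CD11A+ HSCs, with both CD11A+ arrays above every CD11A- array (exact permutation p = 0.1). Rrm2 and Tk1, which make nucleotides, had mean differences of 1.80 and 1.79. The exact permutation test gave p = 0.3 each for Bub1, Cep55, Top2a and Rrm2, and p = 0.4 for Tk1. The list of mature granulocyte and macrophage genes was higher too, with a median difference of 0.75, and 0.73 and 0.57 within days A and B. Its mean was highest and lowest on the same arrays as that of the mitosis list. The difference of day A was the larger in size for 5 of its 14 genes, against 63 of 67 mitosis genes. Over the arrays, the mean of the mitosis list, 9.28 in CD11A+ replicate 1, 7.53, 7.10 and 6.22 in CD11A- replicates 2, 1 and 3 and 6.82 in CD11A+ replicate 2, ran in the reverse order of the 3-prime minus 5-prime difference of Gapdh, a control of amplification (Spearman r = -1.00; -0.90 for replication and -0.90 for the cyclins and CDKs). With that of beta-actin the correlations were -0.10, -0.30 and -0.30.

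The median difference was 1.15 log2 units for mitosis (adjusted p = 2.01e-16 from camera; adjusted p = 0.605 with an estimated correlation) and 0.83 for replication (adjusted p = 7.49e-18 from camera; adjusted p = 0.605 with an estimated correlation). Within days A and B the medians were 1.76 and 0.54 for mitosis, and 1.18 and 0.41 for replication, each above all of 10000 random lists matched on expression. Members of these lists moved together (estimated correlation 0.81 for mitosis and 0.86 for replication), while random lists were drawn gene by gene. With 1 array per subfraction and day, the ranks do not measure the spread between sorts. The exact permutation test of the list means over the 5 arrays gave p = 0.5 for mitosis and p = 0.3 for replication. No member of either list passed limma's test over all probesets or adjusted over the list alone. With sort day as a block, 45 mitosis and 23 replication genes passed adjusted over the list alone, against 0 and 8 with it as a random block, and the medians with the fixed block, which leaves 1 residual degree of freedom, were 1.14 (adjusted p = 1.81e-46 from camera) and 0.78 (adjusted p = 9.38e-30 from camera). Without CD11A+ replicate 1 the medians were -0.13 for mitosis (adjusted p = 0.892 from camera) and 0.06 for replication (adjusted p = 0.240 from camera), with differences of 0.30 for Bub1, 0.66 for Cep55, 0.42 for Top2a, 0.39 for Rrm2 and 0.14 for Tk1. Without CD11A+ replicate 2 the medians were 2.30 and 1.56, and CD11A+ replicate 2 lay below CD11A- replicate 2, from the other sort day, for 58 mitosis and 40 replication genes.

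**Figure D2:**
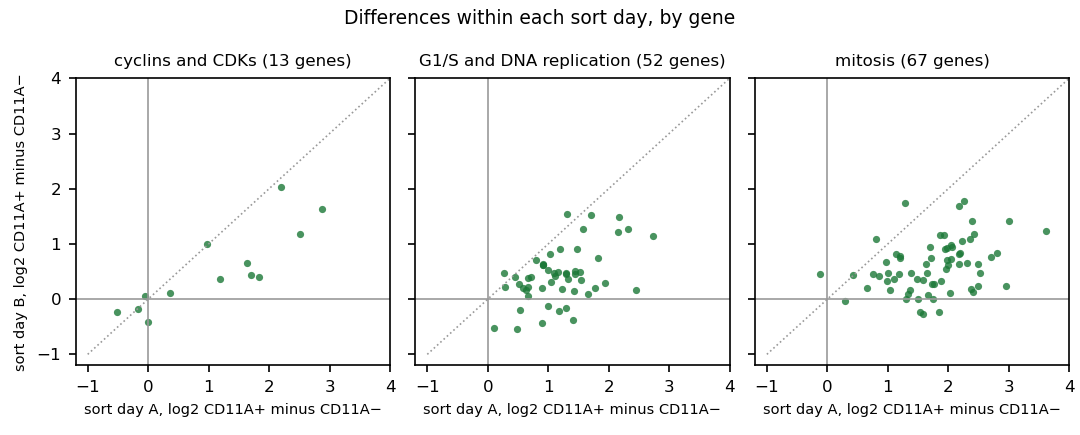
Log2 difference of CD11A+ minus CD11A- HSCs within sort day A (x axis) and within sort day B (y axis), 1 point per gene, for 3 lists. Differences on day A are larger in size than those on day B for 63 of 67 mitosis and 48 of 52 replication genes (the dotted line marks equal differences).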

The CD11A^+^ fraction appeared to upregulate many of these cell-cycle promoters, expressing levels between that of CD11A^−^ HSCs and downstream multipotent progenitors. In addition, we examined the cell-cycle status of CD11A^−^ and CD11A^+^ fractions of HSCs and determined that the CD11A^−^ fraction had significantly greater frequency of cells in G0, and significantly fewer in G1 and S/G2/M phase (Figure 1G).

When examining FMO (fluorescence minus one) controls, it did not appear that CD11A was completely unexpressed in the CD11A^−^ fraction of HSCs (Figure S2A), making it difficult to gate these HSC subfractions based on the FMO. However, by comparing CD11A expression to other HSC markers, such as CD34, FLK2, and CD150, a clear population can be identified (Figure S2B). We also compared CD11A expression on HSCs to two new HSC markers EPCR (*Procr*, CD201) and CD9 (Balazs et al., 2006; Karlsson et al., 2013) and found that CD11A was able to identify a population that would not be separable using either EPCR or CD9 (Figure S2C). However, we did find that EPCR in combination with CD11A could clearly identify a subset of EPCR^+^ CD11A^−^ HSCs (Figure S2D). In fact, EPCR and CD11A alone could highly enrich for HSCs from whole BM, at approximately 40% purity using all other HSC markers (Figure S2E). If BM is first enriched for KIT^+^ cells using anti-KIT microbeads, the purity of HSCs improves to 74% within the EPCR^+^ CD11A^−^ fraction (Figure S2E).

### All HSCs Are within the CD11A^−^ Fraction of BM

It is possible that, because of the high number of markers and stringent sorting criteria we used to purify HSCs, we may have missed functional HSCs that fall outside of our gates that may be CD11A^+^. To determine whether any long-term reconstituting activity exists within CD11A^+^ BM cells, we sorted whole BM based only on CD11A expression into positive and negative fractions and transplanted the entirety of each fraction into recipient mice (Figures 2A–2C). We designed our transplants to be competitive, sorting CD11A^−^ cells from GFP^+^ BM and CD11A^+^ cells from CFP^+^ BM (and vice versa) and then cotransplanting them into the same recipients (Figure 2B). At 4, 8, 12, and 24 weeks posttransplant, we identified donor cells from both CD11A^−^ and CD11A^+^ fractions in the recipient peripheral blood (Figure 2C). However, donor granulocytes were only from the CD11A^−^ fraction. Because granulocytes are short lived, they are a better indicator of HSC engraftment than longer-lived cells such as lymphocytes. Furthermore, when we examined the BM of recipient animals at 24-weeks, only CD11A^−^ BM gave rise to donor HSCs (Figure 2C). Our data clearly indicate that all HSCs reside within the CD11A^−^ fraction of BM.

### Anti-CD11A Antibody Does Not Inhibit Engraftment of HSCs or Homing of CD11A^+^ Cells into the BM

LFA-1 (CD11A/CD18) binds to ICAMs on the vascular lumen to help mediate extravasation (Van Epps et al., 1989). HSCs injected intravenously must migrate from the blood into the BM to engraft. It is known that the CD11A Ab clone we used can block LFA-1 binding to ICAMs (Weitz-Schmidt et al., 2001). Therefore, we next determined if blocking CD11A function with the CD11A Ab inhibited migration into the bone marrow and caused the low engraftment rates in the CD11A^+^ fraction we observed by transplantation. We first tested whether the CD11A Ab could block short-term homing of CD11A^+^ cells to the BM (Figures 3A–3D). We determined that 100 ng of CD11A Ab was sufficient to saturate 10^6^ BM cells (Figure 3A). We then harvested BM from CFP^+^ mice and stained them with CD11A Ab (with 100 ng/10^6^ cells), or left them untreated. We intravenously transplanted 10 million cells per recipient into unirradiated GFP^+^ mice and then analyzed the BM 3 hr posttransplant for donor (CFP^+^) cells. We found no significant difference in the percent of CFP^+^ donor cells in the bones between untreated and CD11A Ab-treated BM (Figures 3B and 3C). The distribution of donor lineages that homed to the BM was also equivalent, with the majority of homed cells being granulocytes and B cells, both of which express high levels of CD11A (Figure 3D). Thus, the CD11A Ab does not appear to block immediate homing to the BM of CD11A^+^ cells.

We next tested whether long-term engraftment was inhibited by CD11A Ab. We purified HSCs without the use of the CD11A Ab and then split the purified HSCs into two groups: one was treated with anti-CD11A Ab and the other with an isotype control (Figure 3E). We then transplanted 100 HSCs from each group and analyzed blood every 4 weeks for donor chimerism. At no point did we observe a statistical difference in donor chimerism between the two groups, demonstrating that the CD11A Ab did not inhibit engraftment, and that the inability of the CD11A^+^ fraction to engraft was not due to blocking LFA-1/ICAM interactions (Figure 3E).

To test the robustness of CD11A^−^ and CD11A^+^ HSC fractions’ regenerative capacity in the absence of transplantation, we used in vitro culture methods to assess the colony formation efficiency of the two populations, thus bypassing any homing or engraftment issues. Single cells were sorted directly into wells with media and cytokines (SCF, Flt3L, interleukin-3 [IL-3], TPO, EPO) and cultured for up to 12 days. The CD11A^−^ subpopulation displayed greater colony size (Figure 3F), colony forming efficiency (Figure 3G), and lineage potential (Figure 3H) than the CD11A^+^ subpopulation.

### HSCs Upregulate CD11A Expression during Granulocyte Colony-Stimulating Factor Mobilization

Administration of growth factors can activate HSCs and cause them to mobilize into the blood stream. Previous studies in mice have shown that mobilized HSCs in the periphery have elevated levels of several adhesion molecules (Wagers et al., 2002), and that pretreatment with anti-LFA-1 Abs inhibited the migration of HSCs out of the BM following IL-8-induced mobilization (Pruijt et al., 1998). We hypothesized that CD11A would be an important integrin in HSC mobilization and examined CD11A expression on BM and splenic HSCs following granulocyte colony-stimulating factor (G-CSF) mobilization (Figure S3). Indeed, CD11A increased as HSCs proliferated in the BM, peaking at day 3, just prior to HSC migration into the blood (Figure S3B). Moreover, HSCs in the spleen at day 5 showed similarly high CD11A expression as the BM HSCs did on day 3 (Figure S3D) (Morrison et al., 1997; Wright et al., 2001). Compared to the steady-state BM, where CD11A expression appears to mark the loss of self-renewal potential of HSCs, in the context of mobilization, it seems that HSCs upregulate CD11A in order to exit from the niche but still retain their reconstitution capacity.

### Frequency of the CD11A^−^ Subfraction of HSCs Increases with Age

Although HSC function declines with age, the frequency of phenotypic HSCs increases (Rossi et al., 2005). We next compared CD11A expression in middle-aged (12 months) and old mice (35 months), to young adult mice (3 months) (Figure S4). Although all progenitor populations except MEP appeared to uniformly express CD11A regardless of age, we found that within the HSC population, the fraction of CD11A^−^ cells increased with age (Figures S4A and S4C). At 35 months, almost all HSCs (>95%) are CD11A^−^. This correlates with the increase in phenotypic HSCs observed in aged mice (Figure S4B).

### Both CD11A^−^ and CD11A^+^ HSC Subpopulations from e17.5 Fetuses Can Engraft Long Term

If the frequency of the CD11A^−^ fraction increased with age, we hypothesized that younger mice would have a decreased fraction of CD11A^−^ HSCs. We examined HSCs from 3-day-old neonates, as well as from embryonic day 17.5 (e17.5) fetal liver (FL), which is a site of embryonic hematopoiesis, and found that the fraction of CD11A^+^ phenotypic HSC was greater in e17.5 FL than in neonates or adult mice (Figure 4A). We next sorted and transplanted CD11A^−^ and CD11A^+^ subfractions of phenotypic HSCs from e17.5 FL (Figure 4B). Because the engraftability of embryonic HSCs is less than that from adults, we transplanted 450 cells of each. Surprisingly, we observed long-term donor chimerism from both CD11A^−^ and CD11A^+^ HSC subfractions (Figure 4B), with no differences in lineage distribution (Figure 4C). When we examined the recipients’ BM 14 weeks after transplantation, we found that both CD11A^−^ and CD11A^+^ donor e17.5 HSCs could give rise to both CD11A^−^ and CD11A^+^ HSCs in the recipients’ BM (Figure 4D). This indicates that at e17.5, functional HSCs are found within both CD11A^−^ and CD11A^+^ fractions. However, we then resorted donor-derived CD11A^−^ and CD11A^+^ phenotypic HSCs from the primary recipients for secondary transplants and found that within the secondary recipients, only the CD11A^−^ fraction engrafted, regardless of whether they originally came from CD11A^−^ or CD11A^+^ e17.5 HSCs (Figure 4E). Our data suggest that during embryonic development, long-term engraftable HSCs can come from either the CD11A^−^ or CD11A^+^ fraction, but, once engrafted in the adult bone marrow, only the CD11A^−^ fraction retains engraftability. In a related study, we show that all clonal multilineage potential in the embryo from e9.5 to e11.5 is contained within a similar CD11A^−^ population (Inlay et al., 2014). However, at e12.5 we detected multilineage potential from both CD11A^−^ and CD11A^+^ cells, consistent with our results here that engraftable HSCs are present in both the CD11A^−^ and CD11A^+^ fractions of HSCs in the embryo. In the embryo, hematopoiesis transitions through multiple sites including the yolk sac, dorsal aorta, fetal liver, and bone marrow (Christensen et al., 2004), and we hypothesize that CD11A may play an important role in the migration of embryonic HSCs and/or their precursors through each site.

In this study, we have discovered that only half of mouse phenotypic HSCs, as defined by the most stringent criteria (Lin^−^KIT^+^SCA-1^+^FLK2^−^CD150^+^CD34^−^), express CD11A, and that only the CD11A^−^ fraction of HSCs possesses the property of long-term multilineage differentiation and self-renewal upon intravenous transplantation into adult mice. As such, our data indicate that nearly half of the cells currently isolated as HSCs are not functional HSCs. This finding has clear implications for how we molecularly characterize HSCs and whether we can identify with certainty HSC niches in mouse bone marrow.

## Experimental Procedures

### Animals

All animal procedures were approved by the International Animal Care and Use Committee (IACUC) and the Stanford Administrative Panel on Laboratory Animal Care (APLAC). We used C57Bl/Ka-THY1.2 CD45.2 (B/Ka), C57Bl/Ka-THY1.1 CD45.2 (BA), and C57Bl/6-THY1.2 CD45.1 (CD45.1). Strains were derived and maintained in the I.L.W.’s laboratory.

### Antibodies

All antibodies, including clones and conjugations, used in this study are listed in Table S1.

### Cell Sorting

Bone marrow was harvested from donor mice by crushing bones and removing debris on a density gradient using Histopaque 1077 (Sigma). Where indicated, bone marrow was KIT enriched using anti-KIT (CD117) microbeads on an AutoMACS (Miltenyi Biotec). Cells were stained with Abs listed in Table S1 in PBS with 2% FCS. All cells were double sorted on a BD FACS-Aria II (Becton Dickinson). FlowJo software (Tree Star) was used for data analysis. Cells were sorted into ice-cold PBS with 2% FCS, or into tissue culture medium, or TRIzol (Invitrogen). For the cell-cycle analysis, KIT-enriched BM was stained with Abs for surface markers, fixed in 4% paraformaldehyde, and permeabilized with BioLegend Perm/Wash Buffer according to the manufacturer’s instructions. Cells were then stained with anti-Ki-67 (BioLegend), washed, and incubated with 1 μM DAPI for 10 min prior to analysis on a BD FACS Aria-II.

### Transplantation

Fifty to 450 HSCs (as indicated) were transplanted by retro-orbital injection into isofluorane-anesthetized recipients that had been lethally irradiated (900 rads, single dose) alongside 2 × 10^5^ helper bone marrow from congenically distinguishable wild-type mice. Blood was obtained from the tail vein of transplanted mice at various time points, and erythrocytes were sedimented using 2% dextran in PBS at 37°C for 30 min. Cells were stained with lineage Abs and analyzed on the BD FACSAria-II.

## Author Contributions

Experiments were designed by J.W.F. and M.A.I., advised by I.L.W., and performed by J.W.F., M.A.I., N.B.F., C.C., and V.M.S. J.S. contributed bioinformatics support and unpublished data. J.W.F. and M.A.I. wrote the manuscript, and I.L.W. edited it. Cell-cycle analysis was performed in the laboratory of M.A.I. All other experiments were performed in the laboratory of I.L.W.

## Figures and Tables

**Figure 1:**
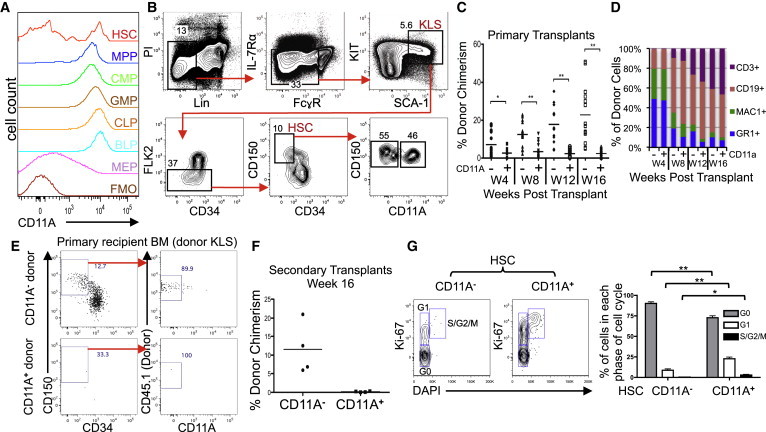
Bimodal Expression of CD11A on Phenotypic HSCs (A) BM populations were analyzed for cell-surface expression of CD11A. Fluorescence minus one (FMO) was used as the negative control, gated on Lin^−^ cells. (B) Gating scheme of murine HSCs. Phenotypic HSCs are gated on live cells (PI^−^), Lin^−^ (CD3ε^−^, CD19^−^, NK1.1^−^, GR1^−^, TER119^−^), IL-7Rα^−^, FcγR^lo^, KIT^+^, SCA-1^+^, FLK2^−^, CD150^+^, and CD34^−^. The markers IL-7Rα and FcγR are typically not necessary to identify HSCs but are shown here for additional resolution. (C) CD11A^−^ (−) and CD11A^+^ (+) HSC subfractions (50 cells/mouse) were transplanted into five lethally irradiated congenic recipients along with 2 × 10^5^ competitive BM cells. Mice were analyzed at 4 (W4), 8 (W8), 12 (W12), and 16 (W16) weeks after transplantation for total donor blood chimerism (^∗^p < 0.01, ^∗∗^p < 0.0001). Graph includes data from three independent experiments. (D) Donor-derived lineage distribution for granulocytes (MAC1^+^GR1^+^, “GR1,” blue), macrophages (MAC1^+^GR1^−^, “MAC1,” green), B cells (CD19^+^, red), and T cells (CD3ε^+^, purple) from CD11A^−^ (−) and CD11A^+^ (+) HSC subfractions. (E) BM from primary recipient mice transplanted with the CD11A^−^ and CD11A^+^ HSC subfractions were analyzed for CD11A expression in donor-derived HSC. Only donor-derived KLS cells (Lin^−^KIT^+^SCA-1^+^) are shown. (F) BM from primary recipients transplanted with CD11A^−^ and CD11A^+^ HSC subfractions were harvested at 16 weeks posttransplant, and 2 × 10^5^ cells were retransplanted into lethally irradiated congenic secondary recipients. Blood was analyzed 16 weeks posttransplant for long-term engraftment. (G) Cell-cycle analysis of CD11A^−^ and CD11A^+^ HSC subfractions. BM was stained with Ki-67 and DAPI to identify the percentage of CD11A^−^ and CD11A^+^ HSCs in G0 (Ki-67^−^ DAPI^−^), G1 (Ki-67^+^ DAPI^−^) and S/G2/M (Ki-67^+^ DAPI^+^) phases. Statistics are Student’s unpaired t test (n = 4, ^∗^p < 0.05, ^∗∗^p < 0.01).

**Figure 2:**
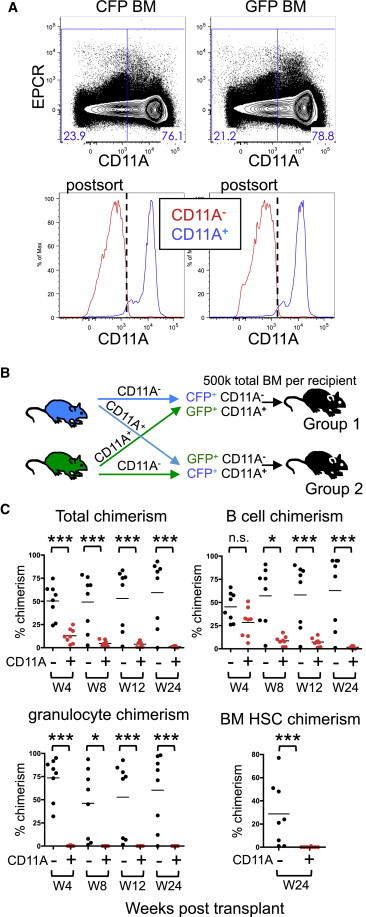
CD11A Antibody Separates BM Reconstituting Activity (A) CFP^+^ and GFP^+^ BM cells were sorted based on CD11A expression into CD11A^−^ (red) and CD11A^+^ (blue) fractions. (B) Recipient mice were transplanted with CD11A^−^ and CD11A^+^ fractions in two groups. Group 1 received CFP^+^ CD11A^−^ and GFP^+^ CD11A^+^ cells. Group 2 received GFP^+^ CD11A^−^ and CFP^+^ CD11A^+^ cells. All mice received a total of 500,000 cells at the physiologic ratio of CD11A^−^ and CD11A^+^ BM cells. (C) Time-course analysis of donor chimerism. Donor chimerism derived from CD11A^−^ and CD11A^+^ BM cells is indicated for total cells (upper left), B cells (upper right), and granulocytes (lower left) in the peripheral blood at 4, 8, 12, and 24 weeks posttransplant, and HSCs (lower right) in the BM at 24 weeks. Data from groups 1 and 2 are pooled, and chimerism from CD11A^−^ fraction (−, black circles) is shown on the left, and CD11A^+^ fraction (+, red circles) is shown on the right at each time point. Percentages are out of total cells, including those of the host. ^∗^p < 0.05, ^∗∗∗^p < 0.001 (Student’s unpaired t test).

**Figure 3:**
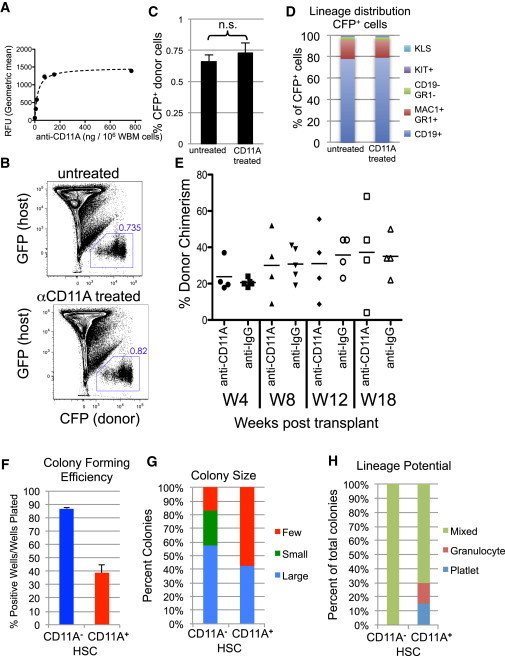
CD11A Antibody Does Not Inhibit BM Homing or Long-Term Engraftment (A) Saturation curve for anti-CD11A Ab on BM cells. (B and C) CFP^+^ bone marrow cells (10 × 10^6^/mouse) were untreated or stained with CD11A Ab and then transplanted into GFP^+^ unirradiated recipients (n = 5 each group). Three hours after transplantation, bones were harvested and analyzed for homing of CFP^+^ donor cells. (B) Representative BM from GFP hosts transplanted with untreated (top) and CD11A-Ab-treated (bottom) CFP^+^ BM. Live cells are shown. (C) Comparison of the percentage of CFP^+^ donor cells from untreated or CD11A-Ab-treated BM. Error bars are SD (n = 5) and are not significant (n.s.). (D) Lineage distribution of CFP^+^ donor-BM from untreated (left) and CD11A-Ab-treated (right) BM. The percentage of each lineage among donor-derived cells is shown. “KLS” is KIT^+^Lin^−^SCA-1^+^. (E) Phenotypic HSCs (Lin^−^KIT^+^SCA-1^+^FLK2^−^ CD150^+^CD34^−^) were purified and split into two groups, one was treated with anti-CD11A, and the other was treated with Rat anti-IgG isotype control. One hundred HSCs from each group were transplanted into four lethally irradiated congenic mice along with 2 × 10^5^ competitive BM cells. Mice were analyzed every 4 weeks for blood donor chimerism levels up to 4 months. Bars indicate average percentage of donor chimerism. Data are representative of two experiments. (F) Single-cell liquid cultures of CD11A^−^ (blue, left) and CD11A^+^ (red, right) HSC subfractions. The percentage of wells with colonies at day 12 is shown. Error bars are SD (n = 3 experiments). (G) The size of colonies at day 12 (large >1,000 cells, small <1,000 cells, few less than ten cells). (H) Distribution of the lineages produced by CD11A^−^ and CD11A^+^ subpopulations in vitro. For in vitro assays, each subpopulation was clone sorted into one 96-well plate. Data are representative of three independent experiments.

**Figure 4:**
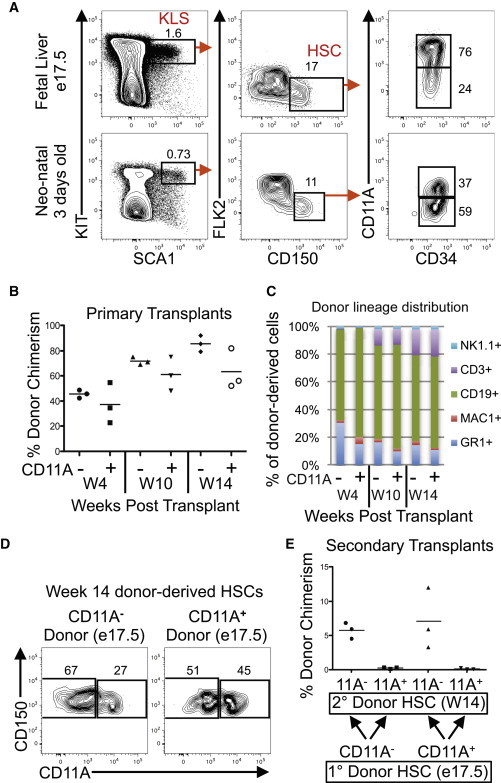
CD11A Expression on Fetal Liver and Neonate HSCs (A) HSC stains of e17.5 fetal liver (top row) and 3-day-old neonates (bottom row). Gates and percentages of KLS, HSC, and CD11A^−^ and CD11A^+^ subpopulations are shown. (B) Percentage of donor chimerism of CD11A^−^ and CD11A^+^ HSC subfractions sorted from e17.5 FL 4, 10, and 14 weeks after transplant. Bars indicate mean chimerism (n = 3). (C) Lineage distribution of donor-derived cells 4, 10, and 14 weeks after transplantation. (D) CD11A^−^ and CD11A^+^ donor-derived HSC subfractions from recipient mice 14 weeks after transplantation of CD11A^−^ (left) and CD11A^+^ (right) HSC subfractions from e17.5 FL. (E) Percentage of donor chimerism from secondary transplants of CD11A^−^ and CD11A^+^ donor-derived HSC subfractions reharvested from week 14 recipient mice. The two left columns are from the CD11A^−^ HSC subpopulation obtained from e17.5 FL, and the two right columns are from the CD11A^+^ HSC subpopulation obtained from e17.5 FL.

## Accession Numbers

The GEO accession numbers for the microarrays of the CD11A^−^ HSC population are GSM1483039, GSM1483040, and GSM148041 and for the CD11A^+^ HSC population are GSM1483042 and GSM1483043 and are contained in experiment GSE34723.

## Supplemental Information

Document S1. Supplemental Experimental Procedures, Figures S1–S4, and Table S1

Document S2. Article plus Supplemental Information

## References

[bib1] Arai F., Hirao A., Ohmura M., Sato H., Matsuoka S., Takubo K., Ito K., Koh G.Y., Suda T. (2004). Tie2/angiopoietin-1 signaling regulates hematopoietic stem cell quiescence in the bone marrow niche. Cell.

[bib2] Balazs A.B., Fabian A.J., Esmon C.T., Mulligan R.C. (2006). Endothelial protein C receptor (CD201) explicitly identifies hematopoietic stem cells in murine bone marrow. Blood.

[bib3] Beerman I., Bhattacharya D., Zandi S., Sigvardsson M., Weissman I.L., Bryder D., Rossi D.J. (2010). Functionally distinct hematopoietic stem cells modulate hematopoietic lineage potential during aging by a mechanism of clonal expansion. Proc. Natl. Acad. Sci. USA.

[bib4] Benz C., Copley M.R., Kent D.G., Wohrer S., Cortes A., Aghaeepour N., Ma E., Mader H., Rowe K., Day C. (2012). Hematopoietic stem cell subtypes expand differentially during development and display distinct lymphopoietic programs. Cell Stem Cell.

[bib5] Christensen J.L., Wright D.E., Wagers A.J., Weissman I.L. (2004). Circulation and chemotaxis of fetal hematopoietic stem cells. PLoS Biol..

[bib6] Cornwell R.D., Gollahon K.A., Hickstein D.D. (1993). Description of the leukocyte function-associated antigen 1 (LFA-1 or CD11a) promoter. Proc. Natl. Acad. Sci. USA.

[bib7] Davis D.M., Chiu I., Fassett M., Cohen G.B., Mandelboim O., Strominger J.L. (1999). The human natural killer cell immune synapse. Proc. Natl. Acad. Sci. USA.

[bib8] Grakoui A., Bromley S.K., Sumen C., Davis M.M., Shaw A.S., Allen P.M., Dustin M.L. (1999). The immunological synapse: a molecular machine controlling T cell activation. Science.

[bib9] Inlay M.A., Serwold T., Mosley A., Fathman J.W., Dimov I.K., Seita J., Weissman I.L. (2014). Identification of Multipotent Progenitors that Emerge Prior to Hematopoietic Stem Cells in Embryonic Development. Stem Cell Rev..

[bib10] Karlsson G., Rörby E., Pina C., Soneji S., Reckzeh K., Miharada K., Karlsson C., Guo Y., Fugazza C., Gupta R. (2013). The tetraspanin CD9 affords high-purity capture of all murine hematopoietic stem cells. Cell Reports.

[bib11] Kiel M.J., Yilmaz O.H., Iwashita T., Yilmaz O.H., Terhorst C., Morrison S.J. (2005). SLAM family receptors distinguish hematopoietic stem and progenitor cells and reveal endothelial niches for stem cells. Cell.

[bib12] Lu R., Neff N.F., Quake S.R., Weissman I.L. (2011). Tracking single hematopoietic stem cells in vivo using high-throughput sequencing in conjunction with viral genetic barcoding. Nat. Biotechnol..

[bib13] Morrison S.J., Wright D.E., Weissman I.L. (1997). Cyclophosphamide/granulocyte colony-stimulating factor induces hematopoietic stem cells to proliferate prior to mobilization. Proc. Natl. Acad. Sci. USA.

[bib14] Pruijt J.F., van Kooyk Y., Figdor C.G., Lindley I.J., Willemze R., Fibbe W.E. (1998). Anti-LFA-1 blocking antibodies prevent mobilization of hematopoietic progenitor cells induced by interleukin-8. Blood.

[bib15] Rossi D.J., Bryder D., Zahn J.M., Ahlenius H., Sonu R., Wagers A.J., Weissman I.L. (2005). Cell intrinsic alterations underlie hematopoietic stem cell aging. Proc. Natl. Acad. Sci. USA.

[bib16] Seita J., Weissman I.L. (2010). Hematopoietic stem cell: self-renewal versus differentiation. Wiley Interdiscip. Rev. Syst. Biol. Med..

[bib17] Spangrude G.J., Heimfeld S., Weissman I.L. (1988). Purification and characterization of mouse hematopoietic stem cells. Science.

[bib18] Van Epps D.E., Potter J., Vachula M., Smith C.W., Anderson D.C. (1989). Suppression of human lymphocyte chemotaxis and transendothelial migration by anti-LFA-1 antibody. J. Immunol..

[bib19] Wagers A.J., Allsopp R.C., Weissman I.L. (2002). Changes in integrin expression are associated with altered homing properties of Lin(-/lo)Thy1.1(lo)Sca-1(+)c-kit(+) hematopoietic stem cells following mobilization by cyclophosphamide/granulocyte colony-stimulating factor. Exp. Hematol..

[bib20] Weitz-Schmidt G., Welzenbach K., Brinkmann V., Kamata T., Kallen J., Bruns C., Cottens S., Takada Y., Hommel U. (2001). Statins selectively inhibit leukocyte function antigen-1 by binding to a novel regulatory integrin site. Nat. Med..

[bib21] Wright D.E., Cheshier S.H., Wagers A.J., Randall T.D., Christensen J.L., Weissman I.L. (2001). Cyclophosphamide/granulocyte colony-stimulating factor causes selective mobilization of bone marrow hematopoietic stem cells into the blood after M phase of the cell cycle. Blood.

# Supplementary material for: Upregulation of CD11A on Hematopoietic Stem Cells Denotes the Loss of Long-Term Reconstitution Potential
**Source:** Stem Cell Reports. 2014 Oct 16;3(5):707–15. doi: 10.1016/j.stemcr.2014.09.007
**Supplement:** Document S1. Supplemental Experimental Procedures, Figures S1–S4, and Table S1

Stem Cell Reports, Volume 3

Supplemental Information

Upregulation of CD11A on Hematopoietic Stem Cells

Denotes the Loss of Long-Term Reconstitution Potential

**John W. Fathman, Nathaniel B. Fernhoff, Jun Seita, Connie Chao, Vanessa Scarfone,
Irving L. Weissman, and Matthew A. Inlay**

Supplemental Figures and Legends

A

Itgal by Probeset 1435560_at

Alignment: chr7:134477291-134478651 (+), 75.4, q33

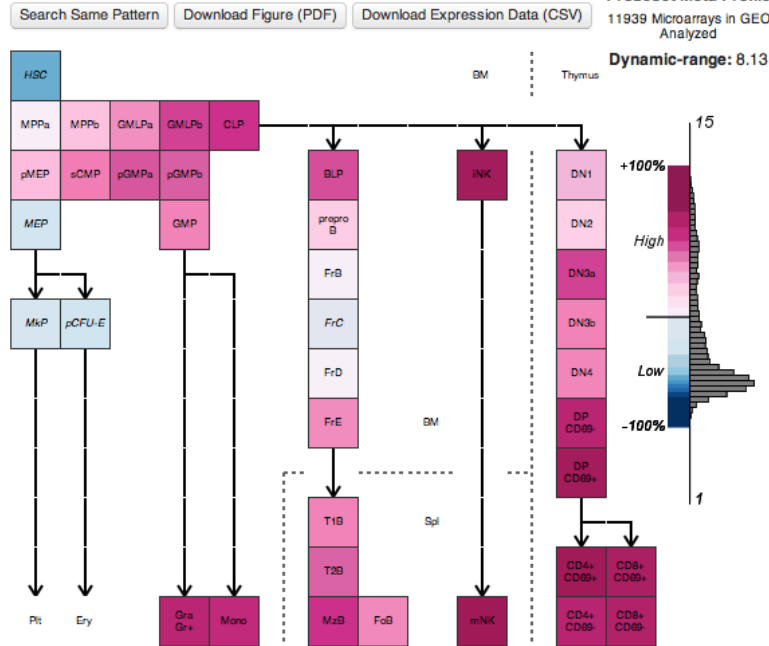

B

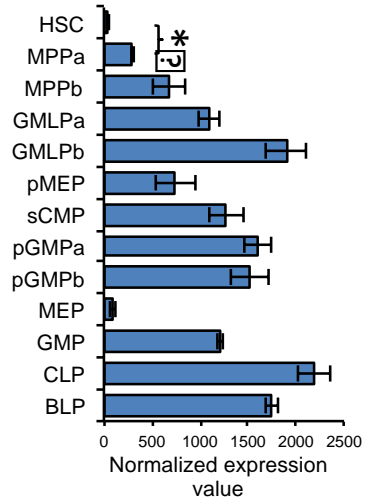

Figure S1. CD11A expression is downregulated in murine HSCs compared downstream progenitors (related to Figure 1). (A) Screenshot of a heat-map of

C

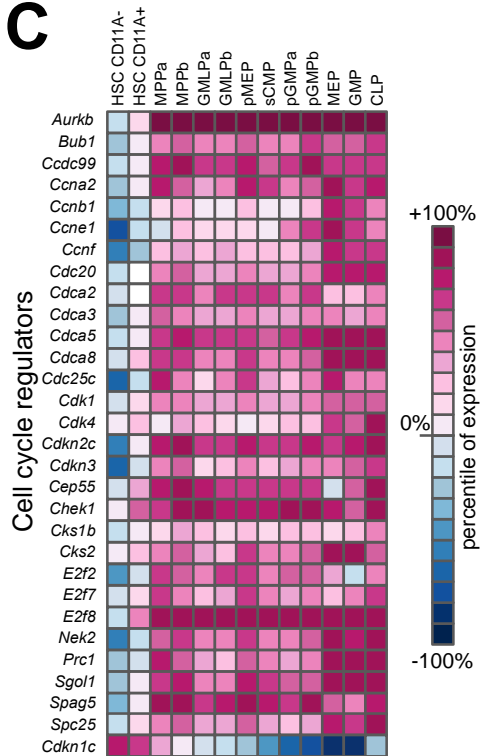

CD11A expression across a panel of 39 hematopoietic populations (Seita et al., 2012). Normalized expression of a CD11A probeset (1435560_at) on Mouse 430 2.0 microarrays. Intensity of color indicates high (magenta) or low (blue) expression, as measured by percentile across a panel of nearly 11,939 microarrays of different mouse populations (right). Screenshot is taken from the Gene Expression Commons (gexc.stanford.edu). (B) Bar graph of CD11A microarray expression of HSCs and downstream progenitors. Normalized unlogged expression of the average CD11A expression among each population is shown. HSCs are from 4 microarrays, all others are from 3 arrays. Error bars are standard deviation. * indicates p value < 0.001 between HSC and MPPa (unpaired T-test). Please see supplemental experimental procedures for definitions of all populations. (C) Heat-map of cell cycle gene expression of 30 genes involved in cell cycle regulation (GO category "cell cycle")

among microarrays of CD11A⁻ and CD11A⁺ HSC subfractions, as well as 11 downstream progenitor populations. Each row shows the relative expression of one cell cycle gene, with the intensity of colors corresponding to the percentile of expression.

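Of the 30 genes labelled in the heat map, 29 were measured here in CD11A- and CD11A+ HSCs, and 28 of them had a higher mean in CD11A+ HSCs. These 28 differences ranged from 0.33 log2 units for Cdk4 to 2.18 for Bub1, with a median of 1.33. The exception was Cdkn1c, which encodes the CDK inhibitor p57, with a log2 value of 11.36 ± 0.59 (SD, n = 3) in CD11A- and 10.67 ± 0.98 (SD, n = 2) in CD11A+ HSCs, and differences of -1.05 within sort day A and -0.68 within day B, 0.00 without CD11A+ replicate 1 and -1.38 without CD11A+ replicate 2. Cdkn2c, which encodes the CDK inhibitor p18, had 7.16 ± 0.37 (SD, n = 3) in CD11A- and 8.90 ± 1.24 (SD, n = 2) in CD11A+ HSCs. For Cdkn2c, Cdkn3, Chek1 and Ccne1, 4 of the 29 genes, both CD11A+ arrays lay above every CD11A- array, where chance gives 10%. Chek1, a kinase of the DNA damage checkpoint, differed by 1.28 (0.76 without CD11A+ replicate 1), with 1 of its 5 probesets, a dim one, of the opposite sign. Within day A 28 genes were higher in CD11A+ HSCs, with a median of 1.93 without Cdkn1c. Within day B 26 were higher, with a median of 0.56, and Cdca2 and E2f2 differed by -0.27 and -0.16. CD11A+ replicate 1 had the highest value of the arrays for 28 genes, and CD11A+ replicate 2 lay below CD11A- replicate 2 for 24. No gene passed limma's test over all probesets, and 3 had an unadjusted p under 0.05. These are the genes that the study displays for these samples, so their count is not taken as independent evidence of a direction. Without CD11A+ replicate 1, 18 of the 28 had a lower and 10 a higher value in CD11A+ HSCs, with a median of -0.11, and the differences ran from -0.81 for Aurkb, a mitotic kinase, to 0.86 for Cdkn2c.

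Of the 7 CDK inhibitor genes in a list of their own, 5 had a higher and 2 a lower mean in CD11A+ HSCs. None passed limma's test adjusted over the list alone (2 with sort day as a block and 1 as a random block), and the median difference was 0.01 (adjusted p = 0.507 from camera), with 0.14 and -0.09 within days A and B.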

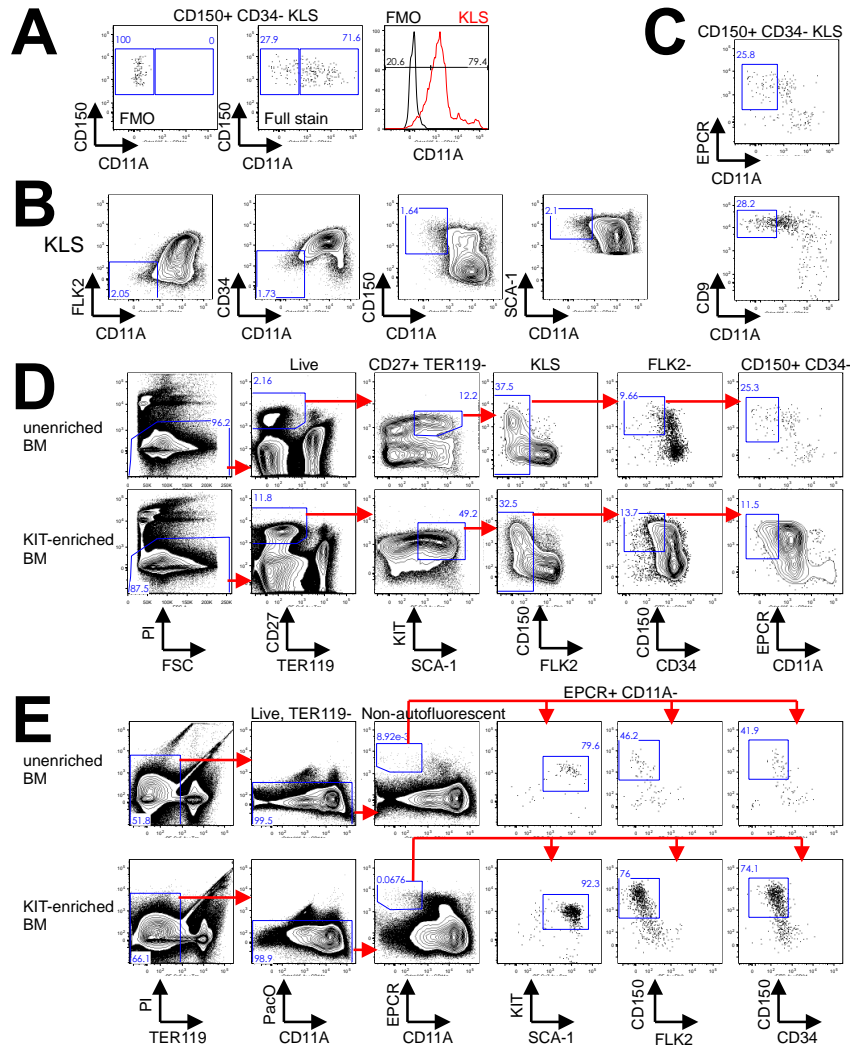

Figure S2. Guide to gating HSCs using CD11A expression (related to Figure 2). (A) FMO vs CD11A stain of BM HSCs. The histogram on the right shows the FMO (black) vs CD11A expression on KLS cells (red). (B) Comparison of CD11A to other HSC markers. CD11A (x-axis) versus other HSC markers (y-axis) of KLS cells is shown. (C) CD11A versus EPCR and CD9 on HSCs (CD150⁺ CD34⁻ KLS). Please note that the cutoff for CD11a⁻ and CD11A⁺ fractions is identical for all plots from S2A, S2B, and S2C. (D) CD11A/ EPCR expression on HSCs

from unenriched (top row) versus KIT-enriched BM. The full gating strategy is shown. (E) EPCR and CD11A alone highly enrich for HSCs. Unenriched (top row) and KIT-enriched (bottom row) BM showing the purity of HSCs (CD150⁺ FLK2⁻ CD34⁻ KLS) in the EPCR⁺ CD11A⁻ fraction. It is critical to gate out dead cells (PI⁺), red blood cells (TER119⁺) and autofluorescent cells (PacO⁺), which have non-specific fluorescence in the EPCR/CD11A plot. In this case, the Pacific Orange (PacO) channel was empty and serves as a way to detect autofluorescent cells. Please note that the plots in S2D and S2E are from the same stain and only the order of gates is changed.

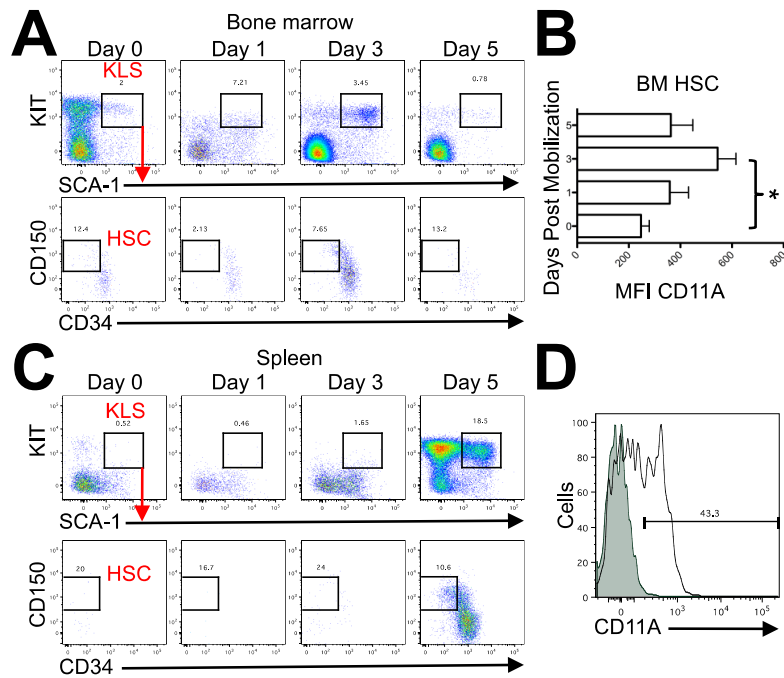

Figure S3. CD11A is upregulated on mobilized HSCs in the BM and spleen (related to Figure 3). Mobilized HSCs use these adhesion molecules to traffic from the bone marrow to the blood and subsequently the spleen. In G-CSF mobilization protocols, mice are initially injected intra-peritoneally with cyclophosphamide, which integrates into DNA and causes dividing cells to apoptose. Then on successive days subcutaneous injections of

human G-CSF are administered. **(A)** Bone marrow of G-CSF mobilized mice were analyzed at indicated time points for expression of CD11A on HSCs. The plots in the top row were gated on Lin^- cells, and the bottom row on $\text{Lin}^- \text{KIT}^+ \text{SCA-1}^+$ (KLS) cells. Gates and percentages of KLS (top row) and HSCs (bottom row) are shown. Typically, by day 1 after cyclophosphamide treatment, the majority of hematopoietic cells have died, except quiescent HSCs. By day 3, HSCs become activated by G-CSF, causing them to divide and differentiate in the bone marrow. **(B)** Mean fluorescence intensity (MFI) of CD11A expression on HSCs at different time points ($p < 0.0008$). **(C)** Over the following days HSCs migrate out of the bone marrow and can be found in the blood and spleen. Spleens of G-CSF mobilized mice were analyzed at indicated time points for expression of CD11A on their HSCs. Gates are the same as in Fig. 4A. **(D)** Expression of CD11A on day 5 HSCs in the spleen of mobilized mice (grey: FMO, Black line: Day 5 spleen HSCs).

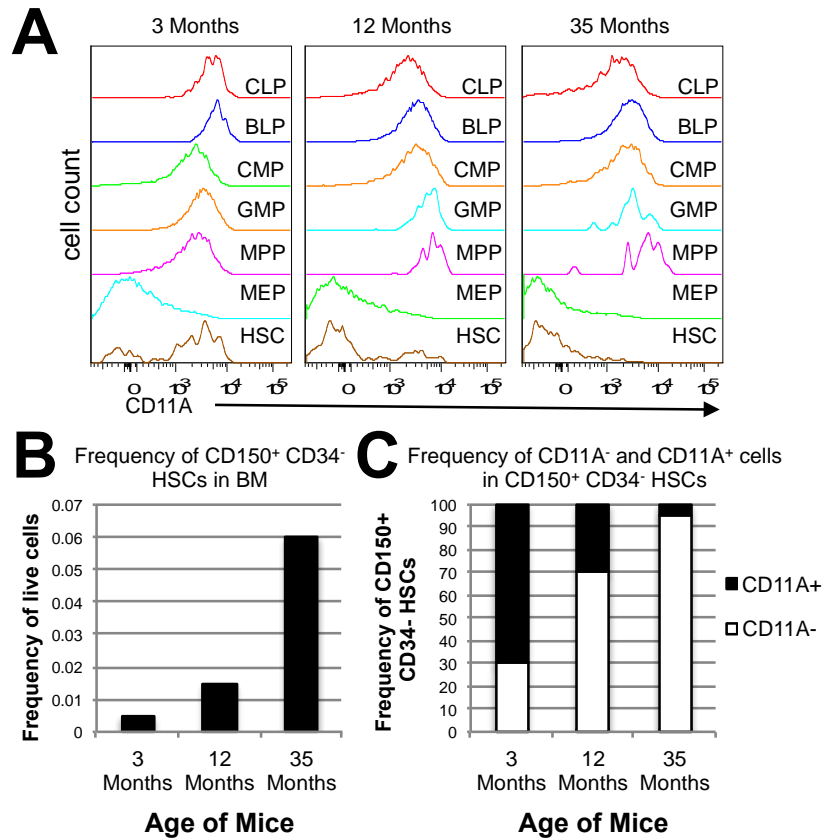

Figure S4. CD11A expression on aged HSCs (related to Figure 4). **(A)** CD11A expression profile of HSCs and downstream hematopoietic progenitors from young adult (3 month, left column), middle-aged (12 months, middle column), and old (35 months, right column) mice. **(B)** Frequency of HSCs in young, middle-aged, and old mice. **(C)** Frequency of CD11A⁻ (white) and CD11A⁺ (black) subfractions of HSCs in young, middle-aged, and old mice. Nearly all HSCs in old mice are CD11A⁻.

Supplemental Experimental Procedures

Marker definitions of stem and progenitor populations used in microarray analyses

All populations used in microarray analyses are shown below and are as previously described (Seita et al., 2012). 

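Transcripts of the sort markers were read in CD11A- and CD11A+ HSCs, which were sorted from one HSC gate. Slamf1, which encodes CD150, had a log2 value of 9.63 ± 0.16 (SD, n = 3) in CD11A- and 8.57 ± 0.94 (SD, n = 2) in CD11A+ HSCs, and Cd34 had 9.46 ± 0.26 (SD, n = 3) in CD11A- and 10.47 ± 0.85 (SD, n = 2) in CD11A+ HSCs. For Slamf1 both CD11A+ arrays lay below, and for Cd34 above, every CD11A- array (exact permutation p = 0.1 each). Slamf1 differed by -0.51 within sort day A and -1.54 within day B, and by -1.72 and -0.39 without CD11A+ replicates 1 and 2, and Cd34 by 1.31 and 0.52 within the days and by 0.41 and 1.61 without these arrays. Flt3, which encodes FLK2, differed by 0.87, with 0.55 and 1.11 within the days and 0.58 without CD11A+ replicate 1. Procr, which encodes EPCR, differed by -1.31 within day A and 0.02 within day B, and by 0.48 over all days without CD11A+ replicate 1. Itgb2, which encodes CD18, the partner of CD11A, differed by 0.65 and 0.22 within the days. Of 10 markers measured, 5 had a higher and 5 a lower mean in CD11A+ HSCs. None passed limma's test over all probesets or adjusted over the list alone, and the median difference was 0.00 (adjusted p = 0.462 from camera), with -0.10 and 0.09 within days A and B. The list mixes markers that the gate selects for with markers that it selects against, so opposite moves can cancel in its median. It also holds Itgal, whose product separates the subfractions. Il7r, Fcgr3 and Cd9 are in the list too, though the definition given for these arrays does not name their products.

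**Figure D3:**
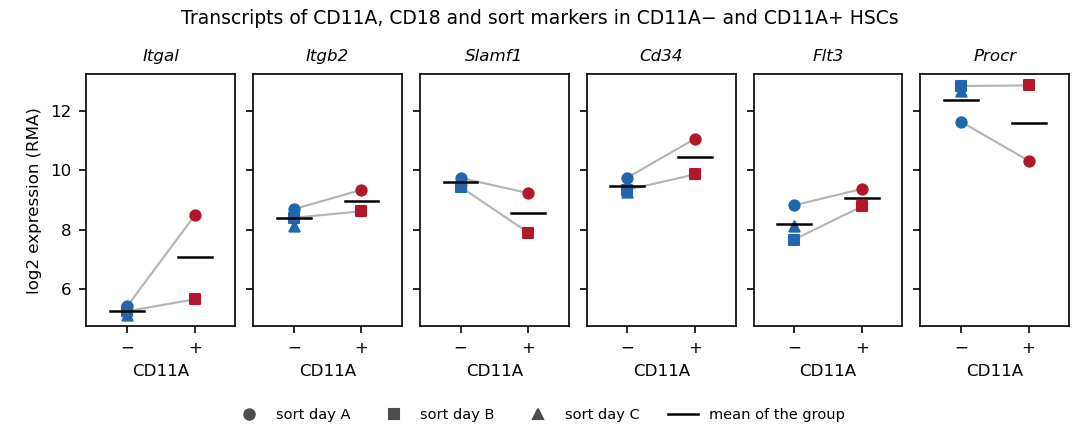
Log2 expression (RMA) of CD11A, CD18 and 4 sort markers on the 5 arrays. Blue points are CD11A- and red points CD11A+ HSCs, the symbol gives the sort day, grey lines join the subfractions sorted on one day and black bars are group means. The lines of Procr run apart, with -1.31 on day A and 0.02 on day B.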

Lin = Lineage cocktail (CD3, CD4, CD8, B220, GR1, MAC1, TER119). CD11A⁻ and CD11A⁺ HSC populations were submitted to GEO in experiment GSE60597. Microarrays of all other populations have been previously published and submitted to GEO (GSE34723). Accession numbers for individual arrays are listed with each population in brackets.

CD11A⁻ HSC (CD11A⁻ Hematopoietic Stem Cell)

[GSM1483039, -40, -41]

CD27⁺ Lin⁻ KIT⁺ SCA-1⁺ FLK2⁻ CD150⁺ CD34⁻ EPCR⁺ CD11A⁻

CD11A⁺ HSC (CD11A⁺ Hematopoietic Stem Cell)

[GSM1483042, -43]

CD27⁺ Lin⁻ KIT⁺ SCA-1⁺ FLK2⁻ CD150⁺ CD34⁻ EPCR⁺ CD11A⁺

HSC (Hematopoietic stem cell, used in Figure S1A, S1B)

[GSM854035, -36, -37, -38]

CD34⁻ FLK2⁻ SCA-1⁺ KIT⁺ Lin⁻

MPPa (Multi-potent Progenitor subset A)

[GSM854039, -40, -41]

CD34⁺ CD150⁺ TIE2⁺ VCAM1⁺ SCA-1⁺ KIT⁺ IL7R α ⁻ Lin⁻

MPPb (Multi-potent Progenitor subset B)

[GSM854042, -43, -44]

CD34⁺ CD150⁻ TIE2⁺ VCAM1⁺ SCA-1⁺ KIT⁺ IL7R α ⁻ Lin⁻

GMLPa (Granulo/Macrophage/Lymphoid Progenitor subset A)

[GSM854045, -46, -47]

CD34⁺ CD150⁻ TIE2⁻ VCAM1⁺ SCA-1⁺ KIT⁺ IL7R α ⁻ Lin⁻

GMLPb (Granulo/Macrophage/Lymphoid Progenitor subset B)

[GSM854048, -49, -50]

CD34⁺ CD150⁻ TIE2⁻ VCAM1⁻ SCA-1⁺ KIT⁺ IL7R α ⁻ Lin⁻

pMEP (pre-Megakaryocyte/Erythrocyte Progenitor)

[GSM854051, -52, -53]

CD34⁺ Fc γ RII/III^{low} CD150⁺ TIE2⁺ VCAM1⁺ SCA-1⁻ KIT⁺ IL7R α ⁻ Lin⁻

sCMP (Strict Common Myeloid Progenitor)

[GSM854054, -55, -56]

CD34⁺ Fc γ RII/III^{low} CD150⁻ TIE2⁺ VCAM1⁺ SCA-1⁻ KIT⁺ IL7R α ⁻ Lin⁻

pGMPa (pre-Granulocyte/Macrophage Progenitor subset A)

[GSM854057, -58, -59]

CD34⁺ Fc γ RII/III^{low} CD150⁻ TIE2⁻ VCAM1⁺ SCA-1⁻ KIT⁺ IL7R α ⁻ Lin⁻

pGMPb (pre-Granulocyte/Macrophage Progenitor subset B)

[GSM854060, -61, -62]

CD34⁺ Fc γ RII/III^{low} CD150⁻ TIE2⁻ VCAM1⁻ SCA-1⁻ KIT⁺ IL7R α ⁻ Lin⁻

MEP (Megakaryocyte/Erythrocyte Progenitor)

[GSM854063, -64, -65]

CD34⁻ FcγRII/III⁻ SCA-1⁻ KIT⁺ IL7Rα⁻ Lin⁻

GMP (Granulocyte/Macrophage Progenitor)

[GSM854066, -67, -68]

CD34⁺ FcγRII/III⁺ SCA-1⁻ KIT⁺ IL7Rα⁻ Lin⁻

CLP (Common Lymphoid Progenitor (LY6D⁻))

[GSM507378, -79, -80]

Lin⁻ CD11C⁻ B220⁻ CD27⁺ KIT^{int} FLK2⁺ IL7Rα⁺ LY6D⁻

BLP (Earliest B-Lymphoid Progenitor)

[GSM854073, -74, -75]

Lin⁻ CD11C⁻ B220⁻ CD27⁺ KIT^{int} FLK2⁺ IL7Rα⁺ LY6D⁺

Microarray analysis

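After normalization the CD11A- and CD11A+ HSC arrays had like distributions, with medians of 5.55 to 5.62 log2 units over all probesets. Normalization itself can make distributions alike, so these medians do not measure array quality. The 3-prime minus 5-prime difference of the Gapdh control probesets, which follows RNA integrity and amplification, was 1.91 to 2.80 log2 units. That of beta-actin was 1.94 to 2.51, and both were lowest on CD11A+ replicate 1. The pair of sort day B, CD11A- replicate 3 and CD11A+ replicate 2, had the highest correlation across probesets (Pearson r = 0.988), above every pair of one subfraction. The lowest was 0.947, between CD11A- replicate 3 and CD11A+ replicate 1, and the CD11A+ arrays correlated at 0.949. Probesets are not independent replicates, and these values describe the arrays.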

Microarrays (Affymetrix Mouse 430 2.0) of CD11A⁻ and CD11A⁺ subpopulations were generated as described (Seita et al., 2012). Microarrays were normalized to a panel of approximately 12,000 public microarrays, and the heat-maps indicate percentile of expression compared to the 12,000 arrays. Normalization and gene expression analyses were performed using the Gene Expression Commons (GEXC, gexc.stanford.edu). Microarray data included in this experiment can be accessed and analyzed on the GEXC under model 1007 (gexc.stanford.edu/model/1007).

Mobilization

Mice were injected intra-peritoneally with cyclo-phosphamide (200 mg/kg) (Sigma) and then on successive days with human G-CSF (Neupogen, 250 µg/kg) per day administered as a single daily sub-cutaneous injection. The day of cyclo-phosphamide treatment was considered day -1 and the first day of G-CSF treatment was counted as day 0. For example, mice sacrificed on day 3 of the mobilization protocol were sacrificed on the day after the third G-CSF injection

Liquid cultures

Single cells from CD11A⁻ and CD11A⁺ HSC subpopulations were sorted directly into individual wells of a 96-well round bottom plate containing DMEM/F12 media with 10% FBS. Growth factors SCF (Stem Cell Factor), Flt3L, IL-3, TPO (Thrombopoietin), and EPO (Erythropoietin) were added at 10 ng/ml each. Colonies were scored at day 12 of culture for number of colonies, size of colonies, and lineages produced.

Supplemental Table S1. Antibodies

**Antigen**	**Clone**	**Conjugate**	**Source**
B220	RA3-6B2	FITC	eBioscience
CD3	2C11	Alexa488	Weissman
	2C11	Alexa680	Weissman
	2C11	Pacific Blue	Weissman
	2C11	Pacific Orange	Weissman
CD4	GK1.5	Pacific Blue	Weissman
CD8	53.6.7	Pacific Blue	Weissman
CD9	MZ3	PE	Biolegend
CD11A (LFA-1)	M17/4	biotin	eBioscience
	M17/4	PE	Biolegend
CD11B (MAC1)	M1/70	PECy5	eBioscience
	M1/70	Pacific Blue	Weissman
	M1/70	Pacific Orange	Weissman
CD11C	N418	PECy5.5	eBioscience
	N418	APCCy7	eBioscience
CD16/32 (FcγRII/III)	93	APCCy7	Biolegend
CD19	1D3	PECy5.5	eBioscience
CD34	RAM34	FITC	eBioscience
CD45.1 (Ly5.1)	A20.1.7	Alexa680	Weissman
CD45.2 (Ly5.2)	AL1-4A2	PE	Weissman
CD117 (KIT)	2B8	APCCy7	eBioscience
CD127 (IL7Rα)	A7R34	PECy5	eBioscience
	A7R34	Pacific Blue	Weissman
	A7R34	biotin	eBioscience
CD135 (FLK2)	A2F10	PE	eBioscience
	A2F10	PECy5	eBioscience
	A2F10	biotin	eBioscience
CD150 (SLAMF1)	TC15-12F12.2	Alexa647	Biolegend
	TC15-12F12.2	PECy7	Biolegend
CD201 (EPCR)	eBio1560	PerCP-eFluor710	eBioscience
CD335 (Nkp46)	29A1.4	FITC	eBioscience
	29A1.4	APC	eBioscience
GR1	8C5	Pacific Blue	Weissman
	8C5	Pacific Orange	Weissman
	A7R34	Pacific Blue	Weissman
	A7R34	biotin	eBioscience
Ki-67	16A8	PE	Biolegend
LY6D	49H4.3	Pacific Orange	Weissman
NK1.1	PK136	PECy5	eBioscience
	PK136	PECy7	eBioscience
SCA-1	D7	APC	eBioscience
	E13-161-7	Alexa680	Weissman
TER119	TER119	Pacific Orange	Weissman
	TER119	PECy5	eBioscience
Streptavidin		Qdot605	Invitrogen

“Weissman” denotes conjugations generated in the Weissman lab.

Supplemental References

Seita, J., Sahoo, D., Rossi, D.J., Bhattacharya, D., Serwold, T., Inlay, M.A., Ehrlich, L.I., Fathman, J.W., Dill, D.L., and Weissman, I.L. (2012). Gene Expression Commons: an open platform for absolute gene expression profiling. PLoS One 7, e40321.

# Supplementary material for: Upregulation of CD11A on Hematopoietic Stem Cells Denotes the Loss of Long-Term Reconstitution Potential
**Source:** Stem Cell Reports. 2014 Oct 16;3(5):707–15. doi: 10.1016/j.stemcr.2014.09.007
**Supplement:** Document S2. Article plus Supplemental Information

Upregulation of CD11A on Hematopoietic Stem Cells Denotes the Loss of Long-Term Reconstitution Potential

John W. Fathman,^{1,5,*} Nathaniel B. Fernhoff,¹ Jun Seita,¹ Connie Chao,² Vanessa M. Scarfone,² Irving L. Weissman,^{1,3,4} and Matthew A. Inlay^{1,2,4,*}

⁴Co-senior author

<http://dx.doi.org/10.1016/j.stemcr.2014.09.007>

This is an open access article under the CC BY license (<http://creativecommons.org/licenses/by/3.0/>).

SUMMARY

Small numbers of hematopoietic stem cells (HSCs) generate large numbers of mature effector cells through the successive amplification of transiently proliferating progenitor cells. HSCs and their downstream progenitors have been extensively characterized based on their cell-surface phenotype and functional activities during transplantation assays. These cells dynamically lose and acquire specific sets of surface markers during differentiation, leading to the identification of markers that allow for more refined separation of HSCs from early hematopoietic progenitors. Here, we describe a marker, CD11A, which allows for the enhanced purification of mouse HSCs. We show through in vivo transplantations that upregulation of CD11A on HSCs denotes the loss of their long-term reconstitution potential. Surprisingly, nearly half of phenotypic HSCs (defined as Lin[−]KIT⁺SCA-1⁺CD150⁺CD34[−]) are CD11A⁺ and lack long-term self-renewal potential. We propose that CD11A⁺Lin[−]KIT⁺SCA-1⁺CD150⁺CD34[−] cells are multipotent progenitors and CD11A[−]Lin[−]KIT⁺SCA-1⁺CD150⁺CD34[−] cells are true HSCs.

INTRODUCTION

Since their identification and isolation over 25 years ago (Spangrude et al., 1988), hematopoietic stem cells (HSCs) have arguably become the most well-characterized tissue-specific “adult” stem cell. HSCs reside atop the hematopoietic hierarchy and give rise to functional effector cells through a succession of increasingly committed downstream progenitor cell stages (Seita and Weissman, 2010). Our understanding of the molecular basis for lineage determination and self-renewal has depended critically on our ability to identify and isolate HSCs and their downstream progeny with high purity. HSCs are primarily quiescent, but their immediate downstream progeny, multipotent progenitors (MPPs), are transit-amplifying cells and rapidly proliferate and differentiate to replenish the blood supply. Thus, reliably separating HSCs from MPPs is key to characterizing their distinct self-renewal and differentiation potentials, and considerable attention has been paid to markers that can better separate these populations, which include SCA-1, KIT, CD34, and CD150 (Kiel et al., 2005). Analyses of purified HSCs transplanted into lethally irradiated mice at low numbers (1 to 50 cells per mouse) have revealed functional heterogeneity within phenotypic HSCs (Beerman et al., 2010; Benz et al., 2012; Lu et al., 2011). Beerman et al. demonstrated that higher levels of CD150 (SLAMF1) marked HSCs that are skewed toward myeloid cell fates,

compared to CD150^{int} HSCs, which display a more balanced lineage output (Beerman et al., 2010). Other groups have shown heterogeneity of HSCs using a variety of markers such as cytokine receptors, other Slam family members, and adhesion molecules (Arai et al., 2004; Kiel et al., 2005; Wagers et al., 2002). Thus, even with the existing panel of markers, the HSC population is likely heterogeneous.

Based on our own gene expression analyses of HSCs and downstream progenitors (Seita and Weissman, 2010), we identified integrin alpha L (CD11A, *Itgal*) as a possible marker to better purify HSCs. CD11A heterodimerizes with CD18 (integrin beta-2) to form the adhesion molecule LFA-1 (lymphocyte function-associated antigen-1) (Cornwell et al., 1993). LFA-1 is expressed on all leukocytes and plays important roles in many immunological processes, including transendothelial migration toward sites of inflammation (Van Epps et al., 1989), lymphocyte costimulation and effector-target cell interactions (Davis et al., 1999), and formation of the T cell immunological synapse (Grakoui et al., 1999).

In this study, we show that CD11A has bimodal expression on phenotypic HSCs (Lin[−]KIT⁺SCA-1⁺FLK2[−]CD150⁺CD34[−]). Our data show that the CD11A[−] fraction of HSCs contains all functional HSC activity, with the CD11A⁺ fraction composed of more differentiated cells that lack long-term self-renewal activity.

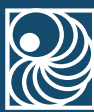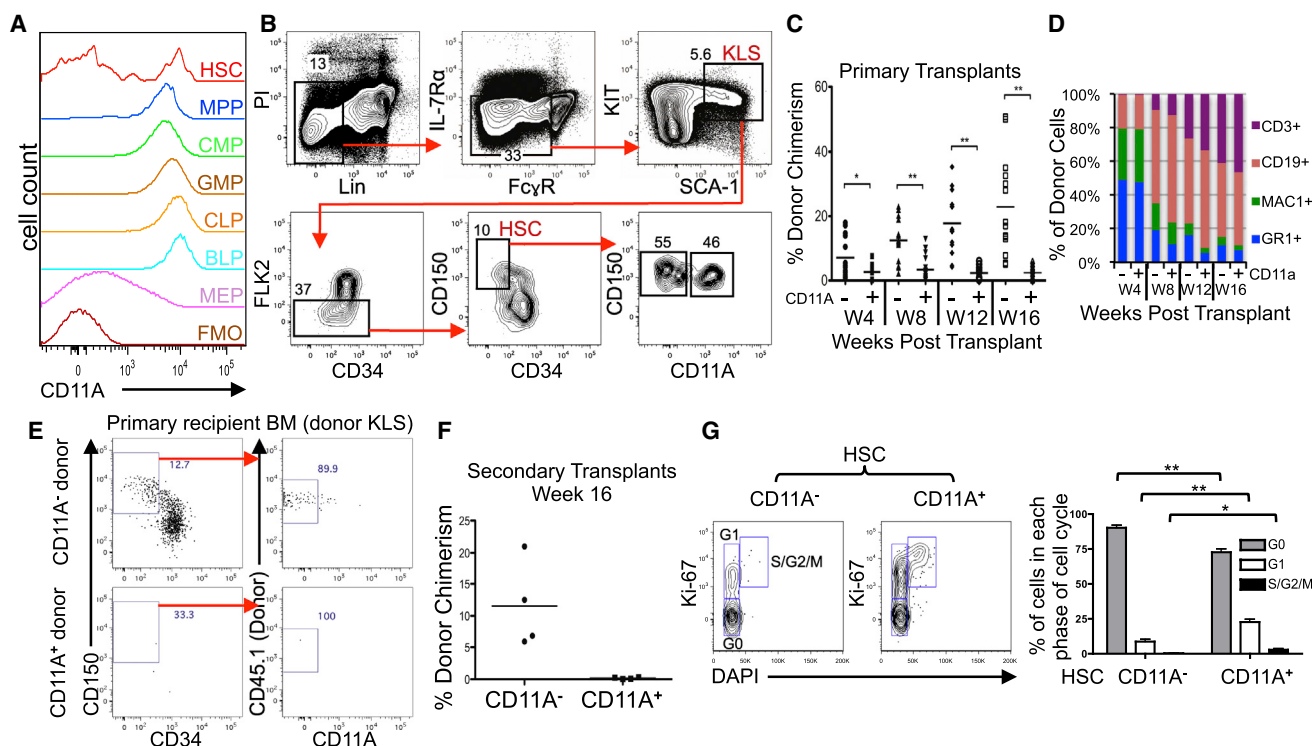

Figure 1. Bimodal Expression of CD11A on Phenotypic HSCs

(A) BM populations were analyzed for cell-surface expression of CD11A. Fluorescence minus one (FMO) was used as the negative control, gated on Lin^- cells.

(B) Gating scheme of murine HSCs. Phenotypic HSCs are gated on live cells (PI^-), Lin^- (CD3e^- , CD19^- , NK1.1^- , GR1^- , TER119^-), $\text{IL-7R}\alpha^-$, $\text{Fc}\gamma\text{R}^{\text{lo}}$, KIT^+ , SCA-1^+ , FLK2^- , CD150^+ , and CD34^- . The markers $\text{IL-7R}\alpha$ and $\text{Fc}\gamma\text{R}$ are typically not necessary to identify HSCs but are shown here for additional resolution.

(C) CD11A^- ($-$) and CD11A^+ ($+$) HSC subfractions (50 cells/mouse) were transplanted into five lethally irradiated congenic recipients along with 2×10^5 competitive BM cells. Mice were analyzed at 4 (W4), 8 (W8), 12 (W12), and 16 (W16) weeks after transplantation for total donor blood chimerism (* $p < 0.01$, ** $p < 0.0001$). Graph includes data from three independent experiments.

(D) Donor-derived lineage distribution for granulocytes ($\text{MAC1}^+\text{GR1}^+$, "GR1," blue), macrophages ($\text{MAC1}^+\text{GR1}^-$, "MAC1," green), B cells (CD19^+ , red), and T cells (CD3e^+ , purple) from CD11A^- ($-$) and CD11A^+ ($+$) HSC subfractions.

(E) BM from primary recipient mice transplanted with the CD11A^- and CD11A^+ HSC subfractions were analyzed for CD11A expression in donor-derived HSC. Only donor-derived KLS cells ($\text{Lin}^- \text{KIT}^+ \text{SCA-1}^+$) are shown.

(F) BM from primary recipients transplanted with CD11A^- and CD11A^+ HSC subfractions were harvested at 16 weeks posttransplant, and 2×10^5 cells were retransplanted into lethally irradiated congenic secondary recipients. Blood was analyzed 16 weeks posttransplant for long-term engraftment.

(G) Cell-cycle analysis of CD11A^- and CD11A^+ HSC subfractions. BM was stained with Ki-67 and DAPI to identify the percentage of CD11A^- and CD11A^+ HSCs in G0 ($\text{Ki-67}^- \text{DAPI}^-$), G1 ($\text{Ki-67}^+ \text{DAPI}^-$) and S/G2/M ($\text{Ki-67}^+ \text{DAPI}^+$) phases. Statistics are Student's unpaired t test ($n = 4$, * $p < 0.05$, ** $p < 0.01$).

RESULTS AND DISCUSSION

Bimodal Expression of CD11A on Phenotypic HSCs in Mice

Based on a screen of a microarray database spanning over 35 mouse hematopoietic populations (Seita and Weissman, 2010), we discovered that HSCs express much lower levels of CD11A than downstream progenitors (Figures S1A and S1B available online). We examined mouse whole bone marrow (BM) with anti-CD11A anti-

bodies (Abs) to measure CD11A surface expression by flow cytometry (Figure 1A). All mature lymphocytes were positive for CD11A on their cell surface (data not shown), and almost all hematopoietic progenitor populations expressed high levels of CD11A, including MPPs and both myeloid (CMP, GMP) and lymphoid (CLP, BLP) committed progenitors (Figure 1A, see Supplemental Experimental Procedures for definitions and surface marker phenotypes). Only the megakaryocyte/erythrocyte progenitor (MEP) expressed low levels of CD11A.

In contrast, HSCs (defined as Lin⁻KIT⁺SCA-1⁺FLK2⁻CD150⁺CD34⁻) had a bimodal expression of CD11A (Figures 1A and 1B). The CD11A⁻ fraction accounts for anywhere from 30%–70% of the phenotypic HSC population, depending on the strain and age of the mouse (Figure 1B).

CD11A⁻ Fraction Enriches for HSC Activity

The gold standard assay to functionally identify HSCs is long-term multilineage reconstitution after intravenous transplantation into lethally irradiated mice. We transplanted 50 cells from the phenotypic HSC CD11A⁻ and CD11A⁺ subpopulations into lethally irradiated congenic recipients and analyzed the blood for total donor chimerism and lineage distribution every 4 weeks (Figures 1C and 1D). At all time points, the CD11A⁻ fraction gave a higher burst size compared to CD11A⁺ fraction (Figure 1C). This trend magnified over the 16 week time course, with the contribution of the CD11A⁻ fraction increasing over time. Conversely, the median chimerism from the CD11A⁺ fraction decreased overall during this span. We also examined the lineage distribution of donor cells in the recipient blood and observed no difference in lineage bias between the CD11A⁻ and CD11A⁺ subfractions of HSCs (Figure 1D).

Based on the phenotypic similarities between the two subpopulations and the similarity in lineage potentials, we hypothesized that the CD11A⁻ fraction is upstream of, and gives rise to, the CD11A⁺ fraction. In support of this notion, the CD11A⁻ HSC subfraction could give rise to both CD11A⁻ and CD11A⁺ HSC subtypes in the BM of primary recipients, whereas we saw no phenotypic HSCs in the donor BM population from the CD11A⁺ fraction transplants (Figure 1E).

The most definitive test of self-renewal capability is demonstrated in secondary transplants. We therefore isolated BM from the primary recipients of CD11A⁻ and CD11A⁺ transplants and retransplanted them into secondary hosts (Figure 1F). When we analyzed the secondary hosts 16 weeks after transplant, we only detected donor-derived cells from the CD11A⁻ HSC fraction, proving they have functional self-renewal activity.

HSCs, which are mainly quiescent, likely have significant differences in the expression of cell-cycle regulators compared to the more robustly proliferative MPPs. We compared gene expression microarrays of these HSC subpopulations to existing arrays of MPPs and downstream progenitors for expression of cell-cycle genes (Figure S1C). Our data indicate that among all populations, the CD11A⁻ HSC subfraction had the lowest expression of key cell-cycle regulators, including cyclins and cyclin-dependent kinases. The CD11A⁺ fraction appeared

to upregulate many of these cell-cycle promoters, expressing levels between that of CD11A⁻ HSCs and downstream multipotent progenitors. In addition, we examined the cell-cycle status of CD11A⁻ and CD11A⁺ fractions of HSCs and determined that the CD11A⁻ fraction had significantly greater frequency of cells in G0, and significantly fewer in G1 and S/G2/M phase (Figure 1G).

When examining FMO (fluorescence minus one) controls, it did not appear that CD11A was completely unexpressed in the CD11A⁻ fraction of HSCs (Figure S2A), making it difficult to gate these HSC subfractions based on the FMO. However, by comparing CD11A expression to other HSC markers, such as CD34, FLK2, and CD150, a clear population can be identified (Figure S2B). We also compared CD11A expression on HSCs to two new HSC markers EPCR (*Procr*, CD201) and CD9 (Balazs et al., 2006; Karlsson et al., 2013) and found that CD11A was able to identify a population that would not be separable using either EPCR or CD9 (Figure S2C). However, we did find that EPCR in combination with CD11A could clearly identify a subset of EPCR⁺ CD11A⁻ HSCs (Figure S2D). In fact, EPCR and CD11A alone could highly enrich for HSCs from whole BM, at approximately 40% purity using all other HSC markers (Figure S2E). If BM is first enriched for KIT⁺ cells using anti-KIT microbeads, the purity of HSCs improves to 74% within the EPCR⁺ CD11A⁻ fraction (Figure S2E).

All HSCs Are within the CD11A⁻ Fraction of BM

It is possible that, because of the high number of markers and stringent sorting criteria we used to purify HSCs, we may have missed functional HSCs that fall outside of our gates that may be CD11A⁺. To determine whether any long-term reconstituting activity exists within CD11A⁺ BM cells, we sorted whole BM based only on CD11A expression into positive and negative fractions and transplanted the entirety of each fraction into recipient mice (Figures 2A–2C). We designed our transplants to be competitive, sorting CD11A⁻ cells from GFP⁺ BM and CD11A⁺ cells from CFP⁺ BM (and vice versa) and then cotransplanting them into the same recipients (Figure 2B). At 4, 8, 12, and 24 weeks posttransplant, we identified donor cells from both CD11A⁻ and CD11A⁺ fractions in the recipient peripheral blood (Figure 2C). However, donor granulocytes were only from the CD11A⁻ fraction. Because granulocytes are short lived, they are a better indicator of HSC engraftment than longer-lived cells such as lymphocytes. Furthermore, when we examined the BM of recipient animals at 24-weeks, only CD11A⁻ BM gave rise to donor HSCs (Figure 2C). Our data clearly indicate that all HSCs reside within the CD11A⁻ fraction of BM.

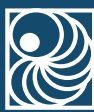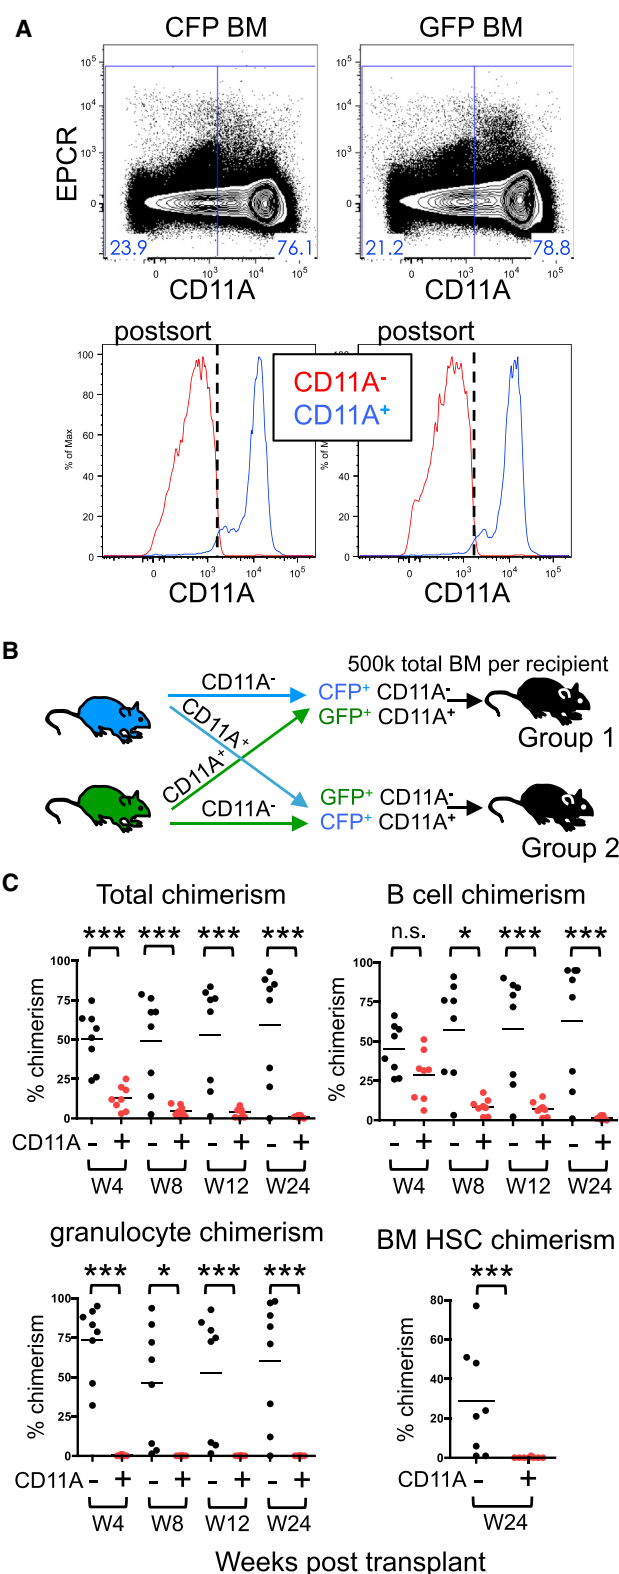

Figure 2. CD11A Antibody Separates BM Reconstituting Activity

(A) CFP⁺ and GFP⁺ BM cells were sorted based on CD11A expression into CD11A⁻ (red) and CD11A⁺ (blue) fractions.

Anti-CD11A Antibody Does Not Inhibit Engraftment of HSCs or Homing of CD11A⁺ Cells into the BM

LFA-1 (CD11A/CD18) binds to ICAMs on the vascular lumen to help mediate extravasation (Van Epps et al., 1989). HSCs injected intravenously must migrate from the blood into the BM to engraft. It is known that the CD11A Ab clone we used can block LFA-1 binding to ICAMs (Weitz-Schmidt et al., 2001). Therefore, we next determined if blocking CD11A function with the CD11A Ab inhibited migration into the bone marrow and caused the low engraftment rates in the CD11A⁺ fraction we observed by transplantation. We first tested whether the CD11A Ab could block short-term homing of CD11A⁺ cells to the BM (Figures 3A–3D). We determined that 100 ng of CD11A Ab was sufficient to saturate 10⁶ BM cells (Figure 3A). We then harvested BM from CFP⁺ mice and stained them with CD11A Ab (with 100 ng/10⁶ cells), or left them untreated. We intravenously transplanted 10 million cells per recipient into unirradiated GFP⁺ mice and then analyzed the BM 3 hr posttransplant for donor (CFP⁺) cells. We found no significant difference in the percent of CFP⁺ donor cells in the bones between untreated and CD11A Ab-treated BM (Figures 3B and 3C). The distribution of donor lineages that homed to the BM was also equivalent, with the majority of homed cells being granulocytes and B cells, both of which express high levels of CD11A (Figure 3D). Thus, the CD11A Ab does not appear to block immediate homing to the BM of CD11A⁺ cells.

We next tested whether long-term engraftment was inhibited by CD11A Ab. We purified HSCs without the use of the CD11A Ab and then split the purified HSCs into two groups: one was treated with anti-CD11A Ab and the other with an isotype control (Figure 3E). We then transplanted 100 HSCs from each group and analyzed blood every 4 weeks for donor chimerism. At no point did we observe a statistical difference in donor chimerism between the two groups, demonstrating that the CD11A Ab did not

(B) Recipient mice were transplanted with CD11A⁻ and CD11A⁺ fractions in two groups. Group 1 received CFP⁺ CD11A⁻ and GFP⁺ CD11A⁺ cells. Group 2 received GFP⁺ CD11A⁻ and CFP⁺ CD11A⁺ cells. All mice received a total of 500,000 cells at the physiologic ratio of CD11A⁻ and CD11A⁺ BM cells.

(C) Time-course analysis of donor chimerism. Donor chimerism derived from CD11A⁻ and CD11A⁺ BM cells is indicated for total cells (upper left), B cells (upper right), and granulocytes (lower left) in the peripheral blood at 4, 8, 12, and 24 weeks posttransplant, and HSCs (lower right) in the BM at 24 weeks. Data from groups 1 and 2 are pooled, and chimerism from CD11A⁻ fraction (–, black circles) is shown on the left, and CD11A⁺ fraction (+, red circles) is shown on the right at each time point. Percentages are out of total cells, including those of the host. *p < 0.05, ***p < 0.001 (Student's unpaired t test).

Figure 3. CD11A Antibody Does Not Inhibit BM Homing or Long-Term Engraftment

(A) Saturation curve for anti-CD11A Ab on BM cells.

(B and C) CFP⁺ bone marrow cells (10 × 10⁶/mouse) were untreated or stained with CD11A Ab and then transplanted into GFP⁺ unirradiated recipients (n = 5 each group). Three hours after transplantation, bones were harvested and analyzed for homing of CFP⁺ donor cells. (B) Representative BM from GFP hosts transplanted with untreated (top) and CD11A-Ab-treated (bottom) CFP⁺ BM. Live cells are shown. (C) Comparison of the percentage of CFP⁺ donor cells from untreated or CD11A-Ab-treated BM. Error bars are SD (n = 5) and are not significant (n.s.). (D) Lineage distribution of CFP⁺ donor-BM from untreated (left) and CD11A-Ab-treated (right) BM. The percentage of each lineage among donor-derived cells is shown. "KLS" is KIT⁺Lin⁻SCA-1⁺.

(E) Phenotypic HSCs (Lin⁻KIT⁺SCA-1⁺FLK2⁻CD150⁺CD34⁻) were purified and split into two groups, one was treated with anti-CD11A, and the other was treated with Rat anti-IgG isotype control. One hundred HSCs from each group were transplanted into four lethally irradiated congenic mice along with 2 × 10⁵ competitive BM cells. Mice were analyzed every 4 weeks for blood donor chimerism levels up to 4 months. Bars indicate average percentage of donor chimerism. Data are representative of two experiments. (F) Single-cell liquid cultures of CD11A⁻ (blue, left) and CD11A⁺ (red, right) HSC subfractions. The percentage of wells with colonies at day 12 is shown. Error bars are SD (n = 3 experiments).

(G) The size of colonies at day 12 (large >1,000 cells, small <1,000 cells, few less than ten cells).

(H) Distribution of the lineages produced by CD11A⁻ and CD11A⁺ subpopulations in vitro. For in vitro assays, each subpopulation was clone sorted into one 96-well plate. Data are representative of three independent experiments.

inhibit engraftment, and that the inability of the CD11A⁺ fraction to engraft was not due to blocking LFA-1/ICAM interactions (Figure 3E).

To test the robustness of CD11A⁻ and CD11A⁺ HSC fractions' regenerative capacity in the absence of transplantation, we used in vitro culture methods to assess the colony formation efficiency of the two populations, thus bypassing any homing or engraftment issues. Single cells were sorted directly into wells with media and cytokines (SCF, Flt3L, interleukin-3 [IL-3], TPO, EPO) and cultured for up to 12 days. The CD11A⁻ subpopulation displayed greater colony size (Figure 3F), colony forming efficiency (Fig-

ure 3G), and lineage potential (Figure 3H) than the CD11A⁺ subpopulation.

HSCs Upregulate CD11A Expression during Granulocyte Colony-Stimulating Factor Mobilization

Administration of growth factors can activate HSCs and cause them to mobilize into the blood stream. Previous studies in mice have shown that mobilized HSCs in the periphery have elevated levels of several adhesion molecules (Wagers et al., 2002), and that pretreatment with anti-LFA-1 Abs inhibited the migration of HSCs out of the BM following IL-8-induced mobilization (Pruitt et al., 1998).

How the deposited data were processed for this re-analysis (not part of the article)

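RNA of CD11A- and CD11A+ HSCs of mouse bone marrow was measured on 5 Affymetrix arrays, 3 and 2 per subfraction, and the number of arrays limits the precision. The authors deposited log2 values per probeset, made by RMA according to the submitters' processing notes. The version of RMA and the arrays normalized together are not given in the sources used here, and the supplement also describes a normalization on the Gene Expression Commons. The values come in 2 deposited tables, in which 0 values differ for these arrays. One of them has 40 further columns of other samples, which were not used.

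Of 45101 probesets, 64 control probesets were left out. The platform annotation names 1 gene for 34945 of the others, several for 932 and none for 9160, and those with several or none stayed in the fit without a name. A RefSeq table held 34741 of the single genes by their Entrez number and changed 0 symbols. Each of 18193 genes was represented by its probeset with the highest mean. Some members of the lists have no probeset of their own in this annotation and were not analysed here.

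CD11A+ and CD11A- HSCs were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, without a trend or block), with Benjamini-Hochberg adjustment over all probesets, and positive differences are higher in CD11A+ HSCs. The paper's text names no test for this comparison. The 20 gene lists, from general knowledge, were tested with camera at a preset inter-gene correlation of 0.01, with adjustment over the lists. Of 8 lists called, 0 held with an estimated correlation and 0 with fry, a rotation test of a list on its own. List medians within a sort day were ranked among 10000 random lists, drawn from about 200 genes nearest in expression to each member. The lists cover cell-cycle groups, HSC-associated genes, sort markers, progenitor and mature lineages, integrins and adhesion, immediate early genes, Myc and ribosome biogenesis, oxidative phosphorylation, the interferon response and sex-linked genes.

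Sort days come from the labels, and replicate numbers cross them. Deviations from the group means correlated across probesets at 0.56 and 0.59 for arrays sorted together on days A and B, and at 0.12 for those with replicate number 1. Centring makes the deviations of the 2 CD11A+ arrays mirror images, so the value for replicate number 2 is that of day A with the sign turned, and the sort days rest on the labels alone. Medians within sort days are given beside those of the cell-cycle lists, the sort markers and the lists called by camera, and medians with sort day as a block beside those of the lists called. The fixed block leaves 1 residual degree of freedom.

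The genes named are those the paper names, the cyclins and CDKs, some of the up to 4 members of each list with the largest differences, and all 12 genes per direction with the smallest p and one sign on both sort days, since no gene passed the threshold. Genes with only a provisional symbol were passed over.

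The fit was tested on simulated data with the fitted means and spread, in which 200 of 45037 probesets were changed. It called 8% of those changed by 1 log2 unit, 90% of those changed by 2, 98% by 3 and 98% by 4, and 12 of its 159 calls were false. The simulated probesets were independent, unlike those on the arrays. On the arrays, Neo1 (-3.52) and Ntf5 (-3.05) did not pass the adjusted threshold, and the standard error was 1.27 for Ccna2 and 1.10 for Bub1. The shares called in the simulation therefore do not carry over to such genes. In a like simulation camera called a shifted list and 1.5% of 200 unshifted lists at a p under 0.05. On the arrays the mitosis and replication lists had estimated correlations of 0.81 and 0.86, against the preset 0.01. The share of 1.5% therefore does not carry over to such lists. The alternatives tried were the other table, sort day as a fixed or random block, the replicate number as a block, leaving out each array, quantile normalization, median centring, an intensity trend, array weights, a filter on dim probesets, the mean of a gene's probesets, both other list tests, an unadjusted threshold and the methods' t-test.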

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

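The tests of diluted sorts, of a brightness trend, of amplification and of the spread between CD11A- arrays were chosen after the results were seen. Gene groups that the paper does not discuss differed between the subfractions by camera, and none of these calls held with an estimated correlation (adjusted p = 0.605 for each). HSC-associated genes had a median difference of -0.81 log2 units in CD11A+ HSCs (adjusted p = 4.17e-16 from camera), with -1.05 and -0.48 within sort days A and B. Mature granulocyte and macrophage genes had 0.75 (adjusted p = 0.00171), with 0.73 and 0.57 within the days, 0.93 with sort day as a block (adjusted p = 9.31e-10), 1.58 without dim probesets, -0.05 without CD11A+ replicate 1 and an adjusted p of 0.0915 with the replicate number as a block and 0.0710 without CD11A- replicate 3. Immediate early genes had -0.47 (adjusted p = 5.17e-04), with -0.32 and -0.32 within the days, -0.36 with sort day as a block (adjusted p = 0.00825), -0.20 without CD11A+ replicate 2 (adjusted p = 0.0359) and -0.36 without CD11A- replicate 1 (adjusted p = 0.0147), the array of day C, whose mean over the list was 8.21 against 7.04 to 7.72 on the others. Genes of Myc and ribosome biogenesis had 0.16 (adjusted p = 0.0378), with 0.38 and -0.14 within the days (22 of 25 higher on day A and 16 lower on day B), 0.14 with sort day as a block (adjusted p = 0.0713, and 0.0840 as a random block), -0.09 without CD11A+ replicate 1, and 0.127 and 0.0742 as adjusted p without CD11A- replicates 1 and 2. Interferon-response genes had -0.25 (adjusted p = 0.00333), with -0.49 and -0.13 within the days, -0.28 with sort day as a block (adjusted p = 0.0200), -0.40 without CD11A+ replicate 2 and -0.25 (adjusted p = 0.240) without CD11A+ replicate 1. Among random lists matched on expression, the medians within days A and B lay at the percentiles 0 and 0 (HSC-associated), 100 and 100 (mature granulocytes and macrophages), 0.09 and 0.08 (immediate early), 100 and 14.5 (Myc and ribosome biogenesis) and 0.21 and 30.34 (interferon response). The last 2 lists lay among the random ones on day B, but no test compared the days. With 1 array per subfraction and day, these ranks do not measure the spread between sorts.

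The subfractions differed by more on sort day A than on day B, among them Itgal (3.06 and 0.40). A brightness-dependent trend between arrays is argued against, as the median excess of day A over day B in the mitosis list, 1.19, lay at the percentile 100 of matched random lists, whose middle 95% ran from -0.08 to 0.23. Whether CD11A- cells in the CD11A+ sort of day B were the whole reason for the mitosis genes depends on the share of CD11A+ cells there. Slamf1, Sult1a1, Vwf and Neo1, the 4 HSC-associated genes with the largest losses on day B (-1.54 to -2.19), need at least 65.6%. At that share 35 mitosis genes above the median of all probesets would have, undiluted, a median difference of at most 0.65 if array values follow the amount of RNA. Day A had 1.73, above the limit for 34 of them, which argues against such cells as the whole reason at that share. The 4 genes were picked by their losses on 1 pair of arrays, and a lower share would raise the limit, so such cells are not excluded. For Itgal such cells stay open as a source: it could have at most 0.57 at the share of 65.6%, or 1.09 at the 28.3% that the list's median loss (-0.48) needs. The largest loss, that of Neo1 (-2.19), needs 78.1%, at which the limit is 0.49. The Itgal values of 5.27 and 5.67 lie near the median of all probesets (5.62), where arrays understate differences. A difference in amplification stays open, as the 3-prime minus 5-prime difference of Gapdh ran in the reverse order of the mean of the mitosis list over the arrays and that of beta-actin did not (Spearman r = -1.00 and -0.10; CD11A+ minus CD11A-, -0.31 and -0.04 within days A and B for Gapdh, -0.49 and 0.12 for beta-actin), and so do, untested, the CD11A gate and the age of the mice, with 1 array per subfraction and day.

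Granulocyte transcripts were high on both arrays of day A, with Camp at 9.67 and 11.72 against 5.36 to 6.81 on the others, and S100a8 at 10.88 and 11.98 against 6.34 to 8.47. Neutrophils or their RNA in the sorts of day A may be a source, although the lineage stain would remove intact neutrophils. Of 13 neutrophil genes outside the lists, 11 were higher on day A, by a median of 0.35 log2 units. This lies between the bounds set before their values were seen and leaves it open. Chil3 (8.42 and 10.44 against 3.63 to 5.11) and Lrg1 (6.43 and 8.97 against 4.04 to 4.28) moved with Camp, and Anxa1 was high on every array (11.05 to 11.39). Olfm4 (2.78 and 3.21 against 3.17 to 3.46) did not move. It and Stfa2l1 lay below the lower quartile of all probesets (4.30 to 4.35) on every array, where a rise may go unseen. Granulocyte material is argued against as the reason why 64 of 67 mitosis genes were higher in CD11A- replicate 1 than in CD11A- replicate 3, by a median of 0.78: over 10 neutrophil genes that were higher by over 1 log2 unit in CD11A- replicate 2 than in replicate 3, replicate 1 minus replicate 3 had a median of 0.00, where the same material as in replicate 2 would need 2.94 (the whole list of mature granulocytes and macrophages had 0.26). It stays open for CD11A- replicate 2, of day A, where replicate 2 minus replicate 3 had 1.27 over the mitosis list and 3.82 over these neutrophil genes.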

How the results depend on the processing

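The alternatives were planned, and the cause of a change was not tested. The other deposited table holds the same values, and with median centring no listed result changed its sign or call. No alternative but leaving out CD11A+ replicate 2 gave a probeset past the adjusted threshold. The methods' t-test, which a legend names for another comparison, called 19 probesets at an unadjusted p under 0.001 and 0 after adjustment, and an unadjusted p under 0.05 from limma called 1917. When an array is left out of the CD11A+ group, the lone array is assumed to vary like the others. Dim probesets, near background, limit what can be measured. Single genes were followed through the alternatives for 76 genes, and the sign changes of genes given below cover these alone. Without CD11A+ replicate 1, 18 of the 28 Figure S1C genes other than Cdkn1c were lower, and not all of them are among the 76. Where a value was computed, lists and followed genes not named under an alternative kept their sign and call there. Counts not named stayed within 1.5 times (6 HSC-associated genes passed over the list alone with the mean of a gene's probesets). The exceptions in call were Neo1 (-5.10), Vwf (-3.48) and Mpo (4.20) without CD11A+ replicate 2. Without dim probesets, 7 of the genes followed and the lists of NK cells and of erythroid cells had no value. With sort day as a block, 1245 probesets were higher and 1944 probesets were lower at an unadjusted p under 0.05. Members passing adjusted over the list alone were 8 (cyclins and CDKs), 2 (CDK inhibitors), 23 (G1/S and DNA replication), 45 (mitosis), 12 (HSC-associated), 1 (granulocyte/macrophage progenitor), 8 (mature granulocytes and macrophages) and 1 (integrins and adhesion) there. List medians that changed sign were -0.13 (sort markers), -0.08 (megakaryocyte/erythroid progenitor), -0.02 (T cells), 0.03 (integrins and adhesion) and 0.027 (Y-linked genes and Xist) there. The call was lost at 0.14 (Myc and ribosome biogenesis, adjusted p = 0.0713) there. With sort day as a random block, 1661 probesets were higher and 2378 probesets were lower at an unadjusted p under 0.05. Members passing adjusted over the list alone were 2 (cyclins and CDKs), 1 (CDK inhibitors), 8 (G1/S and DNA replication), 17 (HSC-associated), 1 (lymphoid priming and MPP) and 2 (granulocyte/macrophage progenitor) there. List medians that changed sign were -0.057 (sort markers) and -0.011 (megakaryocyte/erythroid progenitor) there. The call was lost at 0.15 (Myc and ribosome biogenesis, adjusted p = 0.0840) there. With the replicate number as a block, 358 probesets were higher at an unadjusted p under 0.05. Members passing adjusted over the list alone were 0 (HSC-associated) and 4 (immediate early) there. List medians that changed sign were 0.06 (integrins and adhesion) and -0.045 (oxidative phosphorylation) there. The call was lost at 0.47 (mature granulocytes and macrophages, adjusted p = 0.0915) there. Medians of called lists that moved by over 1.5 times were 0.76 (mitosis) and 0.47 (mature granulocytes and macrophages) there. The gene that changed sign was Ccnd1 (0.03) there. After quantile normalization, list medians that changed sign were -0.011 (sort markers) and 0.01 (integrins and adhesion). The gene that changed sign was Ccnd1 (0.008) there. With an intensity trend, the call was lost at 0.16 (Myc and ribosome biogenesis, adjusted p = 0.0554). With array weights, list medians that changed sign were -0.003 (megakaryocyte/erythroid progenitor). Without dim probesets, 211 probesets were higher and 705 probesets were lower at an unadjusted p under 0.05. List medians that changed sign were -0.04 (sort markers), -0.16 (granulocyte/macrophage progenitor) and -0.06 (megakaryocyte/erythroid progenitor) there. Medians of called lists that moved by over 1.5 times were 1.58 (mature granulocytes and macrophages) there. Medians within a day that moved by over 0.1 were 1.42 (cyclins and CDKs, day A) there. With the mean of a gene's probesets, members passing adjusted over the list alone were 1 (G1/S and DNA replication). List medians that changed sign were -0.02 (NK cells) and 0.058 (integrins and adhesion) there. Medians within a day that moved by over 0.1 were 1.36 (cyclins and CDKs, day A), 0.20 (cyclins and CDKs, day B), 0.92 (G1/S and DNA replication, day A) and 1.39 (mitosis, day A) there. The gene that changed sign was Ccnd1 (0.047) there. With an estimated correlation and with fry the medians stayed as given and every call was lost, at 0.85 (cyclins and CDKs), 0.83 (G1/S and DNA replication), 1.15 (mitosis), -0.81 (HSC-associated), 0.75 (mature granulocytes and macrophages), -0.47 (immediate early), 0.16 (Myc and ribosome biogenesis) and -0.25 (interferon response), with an adjusted p of 0.605 with the correlation and 0.549 to 0.675 with fry. Leaving out each array in turn gave 301 to 2189 probesets higher at an unadjusted p under 0.05, 644 to 2558 probesets lower at an unadjusted p under 0.05, 0 to 20 probesets past the adjusted threshold and 0 to 10 genes past it, with the highest counts without CD11A+ replicate 2. List medians ranged over -0.13 to 0.32 (sort markers), -0.08 to 0.12 (megakaryocyte/erythroid progenitor), -0.02 to 0.073 (T cells), -0.02 to 0.28 (B cells), -0.055 to 0.06 (integrins and adhesion), -0.087 to 0.30 (Myc and ribosome biogenesis), -0.29 to 0.028 (Y-linked genes and Xist), -0.005 to 0.12 (CDK inhibitors), -0.05 to 0.93 (mature granulocytes and macrophages), -0.28 to 0.41 (oxidative phosphorylation), 0.11 to 1.47 (cyclins and CDKs), 0.057 to 1.56 (G1/S and DNA replication), -0.13 to 2.30 (mitosis), -0.19 to 0.44 (granulocyte/macrophage progenitor), -0.078 to 0.23 (NK cells), -0.40 to -0.25 (interferon response), -1.37 to -0.47 (HSC-associated), 0.063 to 0.23 (lymphoid priming and MPP), -0.32 to -0.025 (erythroid cells) and -0.69 to -0.20 (immediate early). Members passing adjusted over the list alone ranged over 0 to 21 (HSC-associated), 0 to 4 (integrins and adhesion), 0 to 1 (immediate early), 0 to 4 (sort markers), 0 to 5 (cyclins and CDKs), 0 to 1 (CDK inhibitors), 0 to 43 (G1/S and DNA replication), 0 to 59 (mitosis), 0 to 3 (lymphoid priming and MPP), 0 to 4 (granulocyte/macrophage progenitor), 0 to 2 (megakaryocyte/erythroid progenitor), 0 to 2 (B cells), 0 to 2 (NK cells) and 0 to 1 (interferon response). Genes that changed sign ranged over Ccnd1 -0.17 to 0.03, Ccnb2 -0.40 to 3.88, Cdk1 -0.11 to 2.67, Cdk4 -0.017 to 0.68, Cdkn1c -1.38 to 0.003, E2f8 -0.10 to 3.94, Cdca2 -0.51 to 1.69, E2f2 -0.12 to 1.21, Procr -2.05 to 0.48, Cd48 -0.93 to 5.11, Camp -0.077 to 4.83, Ngp -0.17 to 4.33, Ltf -0.45 to 4.22, Nkg7 -0.24 to 4.33 and Aurkb -0.81 to 3.91, each without CD11A+ replicate 1 but Ccnd1, without CD11A- replicate 3.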

Other observations

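HSC-associated genes had lower values in CD11A+ than in CD11A- HSCs. Of 31 measured genes of the list, 29 had a lower mean, 29 were lower within sort day A and 28 within day B. Neo1, which encodes the receptor neogenin, had a log2 value of 10.42 ± 0.21 (SD, n = 3) in CD11A- and 6.89 ± 2.23 (SD, n = 2) in CD11A+ HSCs, with differences of -4.96 within day A and -2.19 within day B. Vwf, expressed in platelet-biased HSCs, differed by -3.35 and -1.83 within the days, Clu by -2.66 and -1.13, and Sult1a1 by -1.65 and -1.61. Neo1 differed by -1.95 without CD11A+ replicate 1, and 1 of its dimmer probesets by 0.02 and 0.01 within the days. No member passed limma's test over all probesets, and 5 passed adjusted over the list alone, all lower: Vwf, Sult1a1, Clu, Neo1 and Pdzk1ip1, the last of which is named after its values were seen. This count was 0 without CD11A- replicate 1, 1 without CD11A- replicate 3, 21 without CD11A+ replicate 2, 12 with sort day as a block, 17 with it as a random block and 0 with the replicate number as a block. For 17 genes both CD11A+ arrays lay below every CD11A- array, where chance gives 10%. The list's median was -0.81 (adjusted p = 4.17e-16 from camera; adjusted p = 0.605 with an estimated correlation), -0.81 with sort day as a block (adjusted p = 1.53e-17 from camera), -0.47 without CD11A+ replicate 1 (adjusted p = 4.98e-05 from camera) and -1.37 without CD11A+ replicate 2.

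Other lists had no call by camera with all arrays. Their median differences were 0.19 for lymphoid priming and MPP genes, 0.26 for granulocyte/macrophage progenitor genes, 0.01 for megakaryocyte/erythroid progenitor genes, 0.04 for T cells, 0.17 for B cells, 0.10 for NK cells and -0.19 for erythroid cells. Integrin and adhesion genes had -0.03, genes of oxidative phosphorylation and the TCA cycle 0.05, and Y-linked genes with Xist -0.15. Without CD11A+ replicate 1 these medians were, in the same order, 0.06, -0.19, -0.08, 0.06, -0.02, -0.08, -0.03, 0.01, -0.28 and -0.12, with no call. Leaving out CD11A+ replicate 2, which leaves 1 array in that group, gave calls by camera with the preset correlation for granulocyte/macrophage progenitor genes (0.44), oxidative phosphorylation (0.41), B cells (0.28) and NK cells (0.23). Leaving out CD11A- replicate 1 gave one for B cells (0.22, adjusted p = 0.0404 from camera). An estimated correlation was tried with all arrays only, and it called none of these lists. Some members stood apart on CD11A+ replicate 1. Cd48, which MPPs express, differed by 4.57 within day A, 0.01 within day B and -0.93 without that array. Mpo, which encodes myeloperoxidase, differed by 4.27 and 0.05 within the days, and Nkg7, a gene of cytotoxic granules, by 3.30 and 0.59 within the days and -0.24 without that array. Vcam1 was higher within both days, by 1.88 and 2.92 (by 0.75 and 0.33 and by 0.90 and -0.09 on its other probesets), as was Itga2b, by 1.78 and 0.28, while Jam3 differed by -1.44 and -0.69 and Gfi1, which restrains HSC proliferation, by -2.06 and -1.32. Ppbp, a platelet chemokine gene, differed by 2.11 within day A and -0.10 within day B, Ifit1, an interferon-response gene, by -2.54 and -0.32, and Egr1, an immediate early gene, by -1.72 and -0.60. Without that array, Mpo differed by 0.07, Itga2b by 0.36, Jam3 by -0.73, Gfi1 by -0.79, Ppbp by 0.96 and Ifit1 by -0.77.

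The genes with the smallest p and one sign on both sort days did not pass the adjusted threshold. Those lower in CD11A+ HSCs were Ntf5 (-3.05), Pdgfc (-2.48), Plagl1 (-2.23), Stxbp6 (-2.05), Camk2n1 (-1.78), Smtnl1 (-1.76), Bmp4 (-1.66), Il4 (-1.61), Tnfrsf25 (-1.58), Gnaz (-1.56), Fads3 (-1.46) and Sqor (-1.03). A dim probeset of Plagl1 and one of Camk2n1 had the opposite sign. Those higher were Runx3 (2.19), Cd69 (1.59), Sox6 (1.47), Cdc7 (1.17), Ncf1 (0.97), Wdr90 (0.86), Hmgb3 (0.83) and Padi2 (0.78), with Uhrf1 and the genes of the next paragraph. Runx3 is a transcription factor of lymphocytes and HSCs, Cd69 an activation antigen and Cdc7 a kinase of replication origins.

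Cd5l (1.40), C1qc (1.91) and Mpeg1 (0.96), genes of tissue macrophages, were among those with the smallest p that were higher in CD11A+ HSCs. Macrophages or their RNA in the CD11A+ sort may be a source, although the lineage stain would remove intact macrophages that carry MAC1. Over 13 macrophage genes outside the lists, the median difference was 0.43 within day A and 0.20 within day B, which lies at the lower bound set before their values were seen and leaves it open. Slc40a1 (0.56 and 2.38) and C1qa (0.69 and 1.31) were higher on both days and Mertk (-0.44 and -0.98) lower. Of the 13 genes, 9 were higher on the arrays of day A than on the other arrays, by a median of 0.28. In CD11A- HSCs, C1qb had 7.17 on replicate 2, of day A, against 5.19 and 5.32 on replicates 1 and 3. Such transcripts were thus not raised in CD11A+ HSCs alone. Cd5l and C1qc had no value without dim probesets. Expression by the HSCs themselves stays open, untested, with C1qa at 6.45 to 6.68 and Slc40a1 at 8.25 to 8.67 in CD11A+ HSCs.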
